# Loss of Pum2 exacerbates colitis by disrupting macrophage–epithelial crosstalk and promoting epithelial necroptosis

**DOI:** 10.1038/s41420-026-03041-x

**Published:** 2026-03-20

**Authors:** Xuefei Wang, Xiaoxiao Han, Wenlin Qiu, Lijuan Jiang, Xiaoru Duan, Xiaojing Liu

**Keywords:** Ulcerative colitis, Necroptosis

## Abstract

Ulcerative colitis (UC) is a chronic, relapsing inflammatory disorder characterized by persistent mucosal immune activation and compromised epithelial barrier function. In this study, we identify the RNA-binding protein PUMILIO2 (Pum2) as a previously unrecognized regulator of intestinal inflammation. Analysis of colonic tissues from UC patients revealed reduced Pum2 expression, which inversely correlated with disease activity. In dextran sulfate sodium (DSS)-induced colitis models, Pum2 deficiency exacerbated mucosal injury, accompanied by heightened macrophage inflammation. Mechanistically, Pum2 loss during colitis drives macrophage hyperactivation and TNFα-dependent epithelial necroptosis, which together intensify pathogenic macrophage–epithelial interactions and barrier breakdown. The dynamic downregulation of Pum2 in active inflammation underscores its potential as a therapeutic target for modulating macrophage–epithelial interactions and restoring intestinal barrier integrity in the context of colitis.

**Figure:**
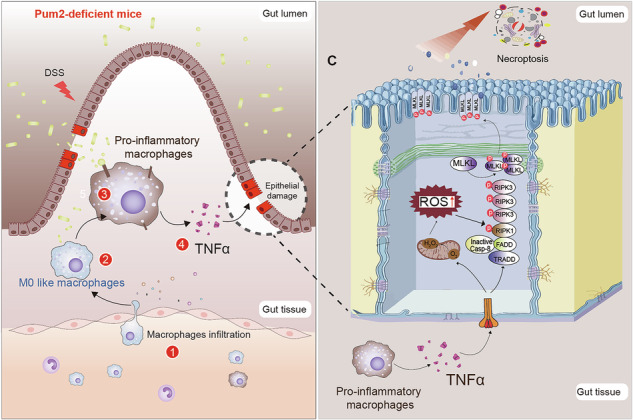
**Abstract Figure. Pum2 deficiency aggravates colitis via macrophage–epithelial crosstalk driving inflammation and necroptosis. Left**: Pum2 loss promotes macrophage-driven inflammation, with increased chemokine expression, macrophage infiltration, and a pro-inflammatory phenotype characterized by TNFα secretion. **Right**: Macrophage–epithelial crosstalk triggers epithelial necroptosis. Proinflammatory signals from Pum2-deficient macrophages sensitize epithelial cells to TNFα-induced death. Simultaneously, epithelial Pum2 loss elevates ROS, facilitating RIPK1, RIPK3, and MLKL phosphorylation. This synergistic cascade amplifies necroptosis and establishes a self-perpetuating loop of barrier disruption and inflammation.

**Abstract Figure. Pum2 deficiency aggravates colitis via macrophage–epithelial crosstalk driving inflammation and necroptosis. Left**: Pum2 loss promotes macrophage-driven inflammation, with increased chemokine expression, macrophage infiltration, and a pro-inflammatory phenotype characterized by TNFα secretion. **Right**: Macrophage–epithelial crosstalk triggers epithelial necroptosis. Proinflammatory signals from Pum2-deficient macrophages sensitize epithelial cells to TNFα-induced death. Simultaneously, epithelial Pum2 loss elevates ROS, facilitating RIPK1, RIPK3, and MLKL phosphorylation. This synergistic cascade amplifies necroptosis and establishes a self-perpetuating loop of barrier disruption and inflammation.

## Introduction

Ulcerative colitis (UC), a major subtype of inflammatory bowel disease (IBD), is characterized by chronic and recurrent inflammation of the colonic mucosa. Its increasing global incidence and relapsing clinical course pose a significant healthcare challenge, with patients facing heightened risks of life-threatening complications, including colorectal cancer (CRC) [1, 2]. Central to UC pathogenesis is the disruption of intestinal epithelial barrier integrity, coupled with aberrant immune activation, which perpetuates mucosal injury and chronic inflammation [3, 4]. The unpredictable onset and severity of disease flares further complicate management, highlighting the urgent need to elucidate the molecular mechanisms driving mucosal injury and inflammation.

RNA-binding proteins (RBPs) have recently emerged as key post-transcriptional regulators of gene expression, influencing mRNA splicing, stability, and translation. They play critical roles in both immune regulation and epithelial cell function [5, 6]. Among them, PUMILIO2 (Pum2), a member of the PUF family, has been implicated in diverse biological processes, including stem cell differentiation, metabolism, cell cycle control, and tumorigenesis [7–11]. Notably, Pum2 deficiency has been associated with mitochondrial dysfunction and excessive reactive oxygen species (ROS) generation [12, 13]—a hallmark of oxidative stress that contributes to epithelial damage and mucosal inflammation in colitis [14, 15]. Despite these observations, the direct role of Pum2 in colitis remains poorly defined.

Previous studies suggest that Pum2 loss may suppress colonic tumorigenesis under certain conditions [10]. Interestingly, chronic, relapsing inflammation in UC is a critical driver of colorectal cancer (CRC) development [16], and some molecules exhibit stage-dependent effects in both colitis and cancer, which may even appear opposing at different stages. For instance, deletion of STAT3 [17, 18], or TLR4 [19, 20] exacerbates DSS-induced colitis while suppressing colitis-associated tumorigenesis. A comprehensive focus on the roles of molecules in both inflammation and tumorigenesis offers a deeper understanding of the inflammation-cancer axis, further underscoring the need to investigate the role of Pum2 in acute intestinal inflammation.

In this study, we assessed Pum2 expression in human samples of IBD and CRC and investigated the mechanistic role of Pum2 in acute inflammation using Pum2-deficient (Pum2−/−) mice in the acute dextran sulfate sodium (DSS) colitis model, a well-established model that induces epithelial barrier disruption and early innate immune responses [21]. We systematically assessed clinical and histological indices of colitis severity, epithelial barrier integrity, and inflammatory cytokine production. In addition, a macrophage–epithelial co-culture system was employed to delineate the immunoregulatory functions of Pum2 across both immune and epithelial compartments. Our findings demonstrate that loss of Pum2 during colitis exacerbates macrophage-driven inflammation by enhancing TNFα release, while simultaneously rendering epithelial cells more susceptible to TNFα-induced necroptosis through impaired ROS control. These findings position Pum2 as a critical post-transcriptional checkpoint in the early inflammatory cascade, providing a foundation for future investigations into its role in chronic inflammation and cancer progression.

## Results

### Pum2 is downregulated in UC but reactivated in CRC: evidence from human cohorts and murine models

To clarify the pathological role of Pum2 in colitis and colitis-associated carcinogenesis, we systematically analyzed multiple transcriptomic datasets from human cohorts and murine models.

In the large IBD cohort GSE193677 (*n* = 2490 biopsies), Pum2 expression was reduced in both UC and CD, with the strongest suppression in the colon and rectum—the primary sites of UC pathology—and particularly in actively inflamed mucosa (Fig. 1A). In contrast, the cecum and ileum showed only nonsignificant downward trends relative to healthy controls, likely due to limited sample size (Supplementary Fig. 1A). Consistent with a cumulative effect of inflammation, murine colitis models (GSE42768) showed no change after a single DSS cycle but progressive downregulation with repeated cycles (Fig. 1B, Supplementary Fig. 1B).

**Fig. 1:**
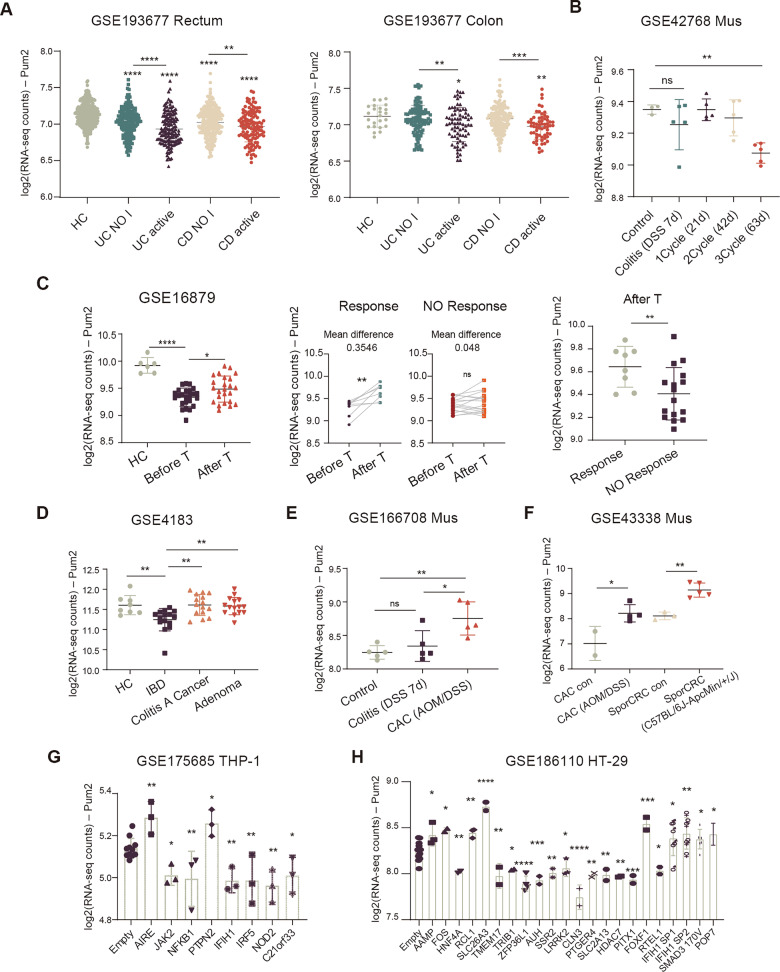
Altered expression patterns of Pum2 in IBD and CRC across human and murine models. **A** Pum2 expression in colonic/rectal biopsies from IBD patients and healthy controls (GSE193677). Colon-level effects were obtained by pooling the transverse, left, and right colon. One-way ANOVA with Tukey’s post-hoc test. ns: not significant; *P < 0.05; **P < 0.01; ****P < 0.0001. HC healthy controls, UC NO I non-inflamed UC patients. UC active active UC patients, CD NO I non-inflamed CD patients, CD active active CD patients. **B** Time-course analysis of Pum2 expression in DSS-treated mice colon (GSE42768). 1 cycle was defined as a 7-day DSS followed by 14-day water. Statistical significance was determined using One-way ANOVA, post-hoc Tukey’s test. ns: not significant; **P < 0.01. **C** Therapy-associated Pum2 regulation in UC (GSE16879). Left: Comparison of Pum2 expression before and after treatment (One-way ANOVA, Tukey). Middle: Pre-treatment and post-treatment Pum2 expression comparisons within responders and non-responders (paired t-test). Right: post-treatment responders vs non-responders (unpaired t-test). ns: not significant; *P < 0.05; **P < 0.01; ****P < 0.0001. HC: healthy controls; Before T: before treatment; After T: after treatment. **D** Comparative expression in IBD mucosa, colitis-associated tumors, and healthy controls (GSE4183). Statistical significance was assessed using one-way ANOVA with Tukey’s post-hoc test. **P < 0.01. **E**, **F** Validation of Pum2 induction in murine models of colitis-associated cancer (AOM/DSS) and spontaneous CRC (ApcMin/+) compared with colitis or control mucosa (GSE166708, GSE43338). One-way ANOVA with Tukey’s post-hoc test. ns: not significant; *P < 0.05; **P < 0.01. CAC colitis-associated cancer; SporCRC spontaneous CRC, con control. **G**, **H** Upstream regulatory analysis using ectopic expression of IBD-associated ORFs in THP-1 monocytes (GSE175685) and HT-29 epithelial cells (GSE186110). One-way ANOVA with Tukey’s post-hoc test. *P < 0.05; **P < 0.01; ***P < 0.001; ****P < 0.0001.

Therapeutic cohorts further demonstrated dynamic regulation. In GSE16879, Pum2 was restored after 4–6 weeks of treatment in responders, but remained unchanged in non-responders (Fig. 1C). In the longer-term follow-up of the GSE186582 cohort, patients in sustained remission (REM) exhibited greater recovery (mean difference = 0.25) compared with relapsed cases (REC; mean difference = 0.12) after six months (Supplementary Fig. 1C). Together, these results indicate that Pum2 declines during active inflammation, increases with mucosal healing, and remains insufficiently restored in relapse-prone patients. However, overlapping expression distributions in GSE186582 suggest that Pum2 reflects short-term inflammatory activity more reliably than long-term prognosis.

In contrast, Pum2 was consistently reactivated during neoplastic progression. Previous studies have validated both the upregulation and functional activation of Pum2 in colorectal cancer [10]. In our study, Pum2 was reduced in inflamed IBD mucosa relative to healthy controls but significantly elevated in colitis-associated tumors compared with inflamed mucosa (Fig. 1D). Interestingly, its levels in colitis-associated tumors were not significantly different from those in healthy mucosa, which may reflect the biological characteristics of early-stage tumors and the inherent heterogeneity of tumorigenesis. This tumor-associated induction was further confirmed in murine AOM/DSS models (GSE166708), where robust Pum2 upregulation was observed in tumors relative to both colitis and control mucosa (Fig. 1E). Acute DSS exposure alone had only minimal changes compare to control, in line with our data (day 7 DSS in GSE166708, Fig. 1B) that short-term DSS injury alone does not alter Pum2. Similar tumor-associated upregulation was corroborated in GSE43338 (Fig. 1F). Collectively, these data delineate a stage-dependent trajectory in which Pum2 is suppressed during inflammation, partially restored upon mucosal remission, and reactivated during tumor development.

To investigate upstream mechanisms driving Pum2 dysregulation, we analyzed ORF-based datasets involving ectopic expression of IBD-associated genes in THP-1 and HT-29 cells (GSE175685, GSE186110). Several candidate genes modulating Pum2 expression were identified (Fig. 1G, H; Supplementary Fig. 2A, B), providing initial mechanistic insights into its transcriptional control in the inflamed mucosal environment.

### Pum2 deficiency exacerbates DSS-induced colitis and intestinal injury

As shown in Result 1, Pum2 expression is altered during intestinal inflammation, with a marked downregulation in active colitis patients. To investigate Pum2’s function in acute immune responses and epithelial barrier disruption, we used an acute DSS model. While Pum2 expression did not significantly change during the short induction period, this model is crucial for studying the early inflammatory processes, which are difficult to examine in chronic models. To explore this, we evaluated the effects of Pum2 deficiency using Pum2^−/−^ mice, which were validated by PCR genotyping and immunohistochemistry (Supplementary Fig. 3A, B).

Both WT and Pum2^−/−^ littermates received 2.5% DSS for 9 days followed by 3 days of recovery (Fig. 2A). While DSS exposure induced weight loss in both groups, Pum2−/− mice demonstrated significantly greater body mass reduction starting at day 8 relative to WT controls (Fig. 2B). Furthermore, survival analysis revealed a marked decrease in the survival rate of Pum2−/− mice compared to WT mice (Fig. 2C). Phenotypically, Pum2−/− mice exhibited a more pronounced disease activity index including reduced activity, weight loss, and rectal bleeding (Fig. 2D).

**Fig. 2:**
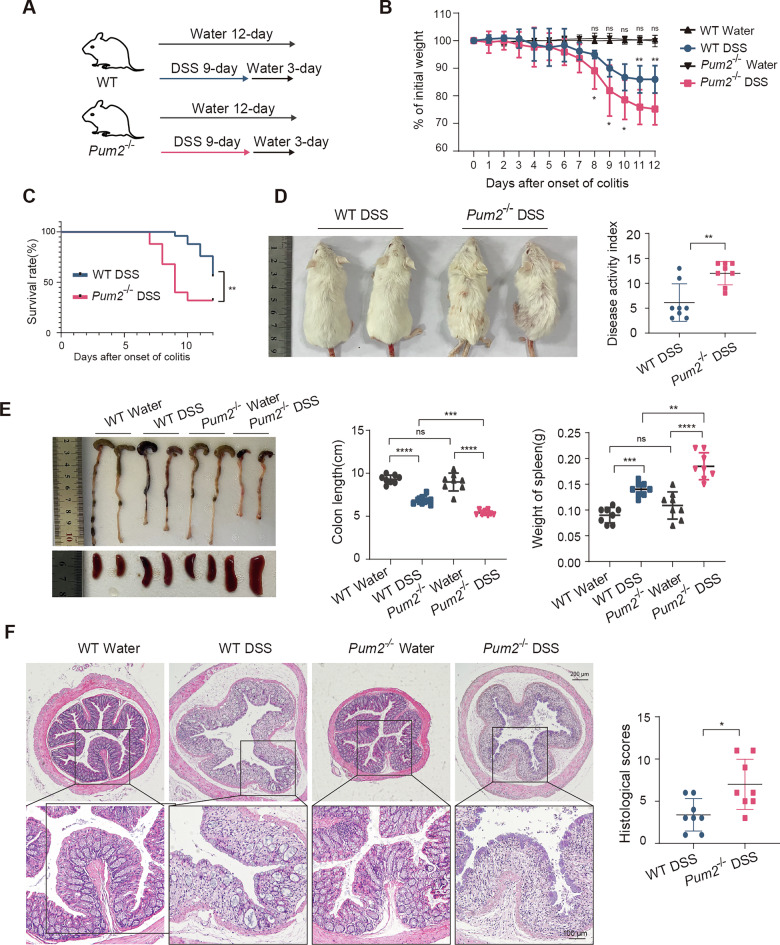
Pum2 deficiency aggravates DSS-induced colitis and enhances intestinal damage. **A** Experimental design illustrating the administration schedule of dextran sulfate sodium (DSS) for the induction of acute colitis in wild-type (WT) and Pum2-deficient (Pum2−/−) mice. **B** Longitudinal assessment of body weight changes in WT and Pum2−/− littermates during DSS exposure (*n* = 8). **P < 0.01. **C** Kaplan–Meier survival analysis comparing the survival probability of WT and Pum2−/− mice following either water or DSS treatment (*n* = 25). **P < 0.01. **D** Representative images and quantitative scoring of Disease Activity Index (DAI), including weight loss, stool consistency, and rectal bleeding, in WT and Pum2−/− mice under control or DSS-treated conditions (*n* = 8). **P < 0.01. **E** Macroscopic appearance of colonic and splenic tissues from WT and Pum2−/− mice after water or DSS exposure. Bar graphs summarize colon length and spleen weight (*n* = 8). ns: not significant; **P < 0.01; ***P < 0.001; ****P < 0.0001. **F** Representative hematoxylin and eosin (H&E) staining of colonic sections illustrating histological features of inflammation, epithelial damage, and immune cell infiltration in WT and Pum2−/− mice. Quantification of histopathological scores post-DSS treatment (*n* = 8). Scale bar = 100 μm. *P < 0.05.

Consistent with these findings, Pum2−/− mice displayed greater colon shortening and splenomegaly (Fig. 2E), indicative of enhanced systemic inflammation. Histological examination revealed extensive epithelial disruption, crypt architectural distortion, and increased infiltration of immune cells in Pum2−/− colons (Fig. 2F). Together, these results demonstrate that Pum2 deficiency aggravates DSS-induced intestinal injury and inflammation.

### Transcriptomic profiling identifies chemokine-driven immune priming in Pum2-deficient colonic tissue

As Pum2 is an RNA-binding protein central to post-transcriptional regulation, we hypothesized that its loss might induce latent transcriptional alterations even in the absence of overt pathology. 

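Baseline RNA-seq covered untreated colonic tissue from 3 WT and 3 Pum2−/− mice, with 1 library per mouse. The mice were kept on the FVB background, an inbred albino strain, and received water without DSS. The authors deposited a table with a normalized expression value per gene and library, together with their own log2 fold changes, p-values and adjusted p-values. The paper's text names no aligner, counting tool, genome build, normalization or test for these libraries. Its general statistics section names tests for the study as a whole and a significance threshold of 0.05, and leaves out the test used for RNA-seq. The table has 69 rows for 68 genes, because Rpl34 and Rpl34-ps1 share an Ensembl identifier and all their values, and they were counted here as 1 gene. The largest adjusted p-value in the authors' deposited table is 0.0478, so the rows are genes already called different between the genotypes. Other genes of these libraries were not analysed here, and the depth of each library is unknown. Among values under 10, the share lying near whole multiples of a common step, as normalized read counts would, was 100% in Pum2−/− replicate 1 and WT replicate 2, 95.8% in WT replicate 1, 83.3% in Pum2−/− replicate 2, 65.0% in WT replicate 3 and 52.4% in Pum2−/− replicate 3, against 16% by chance. The step differed between libraries, from 0.885 to 1.245, and the 16% holds only for a step fixed beforehand. In Pum2−/− replicate 3, values close to 0 counted as whole multiples, so its share is no sign of reads. Read counts were therefore not recovered for all libraries, and no test for counts was used.

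Each gene's log2 fold change was taken as the difference of the group means of log2(value + 1), a scale that understates the change of genes with low values. Genotypes were compared by a two-sided exact permutation test. With 3 mice against 3 there are 20 relabellings and the smallest p is 0.1, so no gene could reach 0.05, and whether the values of the genotypes overlapped is given instead. Because the genes were selected by the authors for their difference between these same libraries, the tests describe the listed genes and are no independent evidence of a difference.

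The targeted gene, Pum2 (ENSMUSG00000020594), lies on chromosome 12 from 8674134 to 8752581 in the GENCODE M21 annotation of GRCm38, which was used here for coordinates. Its normalized expression was 2.94, 2.68 and 1.45 in the Pum2−/− mice and 17.8, 16.1 and 16.5 in the WT mice. The means were 2.35 ± 0.793 (SD, n = 3) and 16.8 ± 0.869 (SD, n = 3), a log2 fold change of -2.44 (standard error 0.217, exact permutation test, p = 0.1). Dividing each library by the median of the listed genes moved this value most, to -3.26. That median is set by genes selected for their difference and was higher in Pum2−/− libraries. This scaling therefore lowers log2 fold changes by construction and is no evidence on the authors' normalization. The log2 fold change of Pum2 in the authors' deposited table is -2.74, with an adjusted p-value of 6.61e-06.

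The labels number the mice of both genotypes alike, although the paper describes no pairing. For its colitis experiments, the paper states that littermates of both genotypes shared cages or were placed in cages at random. The litter and cage of each library are not given. Deviations from the group means, correlated across the listed genes, averaged 0.137 for same-numbered libraries, with 0.106, 0.0415 and 0.265 for pairs 1, 2 and 3. The average for differently numbered libraries was -0.0686. Deviations cancel within each genotype, which ties these averages together, so they leave open whether same-numbered mice are related. In this balanced design a block on the replicate number cannot change a log2 fold change. With the block, 63 genes had differences of the same sign in all 3 pairs, against 25% of genes by chance, and genes whose genotypes do not overlap are among them by construction. The smallest p of the two-sided exact sign-flip test for 3 pairs is 0.25.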

Although WT and Pum2−/− mice under basal conditions showed no differences in body weight, colon length, or spleen weight, we performed baseline RNA-seq on untreated colonic tissues to capture hidden molecular changes without the confounding effects of DSS-induced reprogramming [22]. Similar strategies in other RBP-deficient models (RBM47, TTP) have revealed immune-regulatory programs predisposing animals to colitis despite minimal baseline phenotypes [23, 24].

At baseline, Gene Ontology analysis showed selective enrichment of pathways related to chemokine activity and leukocyte trafficking (Fig. 3A). 

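Of the 68 genes, 34 were higher and 34 were lower in Pum2−/− mice. The 3 Pum2−/− values lay wholly above the 3 WT values in 30 genes and wholly below them in 29, and the genotypes overlapped in the other 9 genes. In an unselected list, 10% of genes would show no overlap by chance. Fig. 3A–C names 44 gene symbols, of which 42 were analysed here, with Rpl34 and Rpl34-ps1 both among them, while Fcgr1 and Mlkl were not analysed here. No enrichment test was run on these values, since the genes outside the list, which would form its background, were not used here.

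The chemokine ligands among the listed genes were Ccl4, Ccl5, Ccl8, Ccl12 and Cxcl9. All 5 were higher in Pum2−/− mice without overlap, with a median log2 fold change of 2.05. Ccl5 (ENSMUSG00000035042, chromosome 11, 83525778 to 83530518, GRCm38) reached 199 ± 136 (SD, n = 3) in Pum2−/− mice and 39.0 ± 28.9 (SD, n = 3) in WT mice. Its log2 fold change was 2.36 (standard error 0.771, exact permutation test, p = 0.1). For Ccl5, the authors' deposited table gives a log2 fold change of 2.35 and an adjusted p-value of 0.0186.

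The GTPase genes drawn in Fig. 3A, Iigp1, Iigp1c, Igtp, Tgtp1, Tgtp2, Gm4841 and Gbp10, were higher in 7 of 7 cases without overlap, with log2 fold changes from 1.83 to 2.96. Dividing each library by the median of the listed genes brought overlap to 11 genes that had none, Iigp1c among them, and removed it from 4 others. Because this scaling lowers log2 fold changes by construction, that change in overlap does not show that the genes depend on the normalization. Reads of the paralogs Tgtp1 and Tgtp2, and of Iigp1 and Iigp1c, can be divided between them in ways that depend on the counting, so their separate values are uncertain. Immunoglobulin genes made up 17 of the listed genes, of which 6 were higher and 11 were lower in Pum2−/− mice, and similar variable segments carry the same uncertainty.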

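Ccl4, Ccl8, Ccl12 and Cxcl9 were each higher in every Pum2−/− mouse than in every WT mouse. Ccl4 (ENSMUSG00000018930) lies on chromosome 11 of GRCm38 from 83662584 to 83664683, and its normalized expression was 23.0 ± 12.6 (SD, n = 3) in Pum2−/− mice and 5.35 ± 2.73 (SD, n = 3) in WT mice. The log2 fold change of Ccl4 was 1.82 (standard error 0.662). Its nearest values were close, with 8.75 in the lowest Pum2−/− mouse and 8.35 in the highest WT mouse. Ccl8 (ENSMUSG00000009185, chromosome 11, 82115185 to 82116799) was at 899.9 ± 312 (SD, n = 3) in Pum2−/− mice and 241 ± 101 (SD, n = 3) in WT mice, a log2 fold change of 1.91 (standard error 0.435). Ccl12 (ENSMUSG00000035352, chromosome 11, 82101845 to 82103400) was at 17.0 ± 2.03 (SD, n = 3) in Pum2−/− mice and 3.47 ± 1.36 (SD, n = 3) in WT mice, a log2 fold change of 2.05 (standard error 0.288). Cxcl9 (ENSMUSG00000029417, chromosome 5, 92321347 to 92328079) was at 80.3 ± 6.15 (SD, n = 3) in Pum2−/− mice and 15.1 ± 7.96 (SD, n = 3) in WT mice, a log2 fold change of 2.50 (standard error 0.520). For all 4 genes the exact permutation test gave p = 0.1, and the exact sign-flip test with the replicate number as a block gave p = 0.25, each the smallest its design allows.

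Dividing each library by the median of the listed genes moved these log2 fold changes most. They became 0.90 for Ccl4, 0.88 for Ccl8, 1.16 for Ccl12 and 1.51 for Cxcl9. Under that scaling the genotypes overlapped for Ccl4 (exact permutation test, p = 0.3) and Ccl8 (exact permutation test, p = 0.2). The medians, set by genes selected for their difference, were 29.8, 33.4 and 33.7 in Pum2−/− libraries and 14.9, 12.6 and 20.8 in WT libraries. Values in Pum2−/− mice were thus divided by more, so this overlap is no evidence on the authors' normalization. The adjusted p-values in the authors' deposited table are 0.0264 for Ccl4, 0.0102 for Ccl8, 0.000283 for Ccl12 and 7.75e-05 for Cxcl9.

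**Figure D1:**
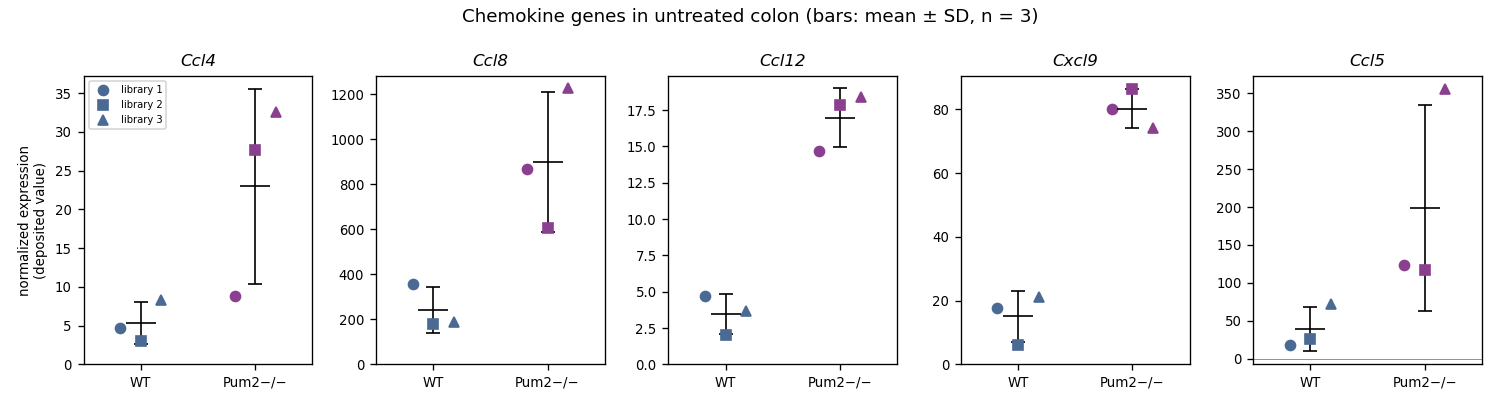
Normalized expression (deposited value, linear axis) of Ccl4, Ccl8, Ccl12, Cxcl9 and Ccl5 in untreated colon of WT and Pum2−/− mice. Each point is 1 library, its shape gives the replicate number, and bars give mean ± SD (n = 3). Every Pum2−/− point lies above every WT point of the same gene.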

Differential expression highlighted upregulation of Ccl4, Ccl8, and Ccl12—potent drivers of monocyte/macrophage recruitment—as well as Cxcl9, a marker of M1-like macrophage polarization (Fig. 3A–C). 

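Among the listed genes, 3 encode proteins of the cytosolic ribosome and 2 encode proteasome subunits, and none belongs to the oxidative phosphorylation genes. The ranking of all genes that GSEA uses was not analysed here. The ribosomal protein genes Rps18 (chromosome 17, 33951999 to 33956001, GRCm38), Rpl29 (chromosome 9, 106429454 to 106431568) and Rpl34 (chromosome 3, 130726831 to 130730398) had lower means in Pum2−/− mice, and in each the deposited values of the genotypes overlapped. Rps18 was at 14.7, 12.4 and 25.9 in the Pum2−/− libraries and at 13.8, 145 and 152 in the WT libraries, a log2 fold change of -1.96 (standard error 1.15, exact permutation test, p = 0.3). Rpl29 was at 9.77, 7.01 and 16.7 in the Pum2−/− libraries and at 10.1, 234 and 243 in the WT libraries, a log2 fold change of -2.90 (standard error 1.51, exact permutation test, p = 0.2). Rpl34 was at 8.79, 7.05 and 12.9 in the Pum2−/− libraries and at 107, 5.07 and 219 in the WT libraries, a log2 fold change of -2.35 (standard error 1.60, exact permutation test, p = 0.4). Ribosomal protein genes have many processed pseudogenes in the mouse genome, so their values may depend on how the counting treated shared reads, which was not tested. Scaled by the median of the listed genes, the log2 fold changes were -2.95 for Rps18, -3.86 for Rpl29 and -3.28 for Rpl34, and none of the 3 genes overlapped (exact permutation test, p = 0.1 for each). The scaling lowers log2 fold changes by construction, so this separation is no further evidence of a difference. In the authors' deposited table the log2 fold changes are -2.54 for Rps18, -3.84 for Rpl29 and -3.50 for Rpl34. The log2 ratios of group means from the libraries were close to these, at -2.56, -3.86 and -3.52.

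The proteasome genes were Psmb8 (chromosome 17, 34197721 to 34201454) and Psmb9 (chromosome 17, 34181987 to 34187764), both interferon-induced subunits of the immunoproteasome. Psmb8 was at 111 ± 71.0 (SD, n = 3) in Pum2−/− mice and 28.7 ± 6.40 (SD, n = 3) in WT mice, a log2 fold change of 1.76 (standard error 0.523, exact permutation test, p = 0.1). Psmb9 was at 106 ± 45.4 (SD, n = 3) in Pum2−/− mice and 29.4 ± 5.40 (SD, n = 3) in WT mice, a log2 fold change of 1.74 (standard error 0.388, exact permutation test, p = 0.1). The median over both genes was 1.75. Under the same scaling it became 0.742, and the genotypes overlapped in both genes (exact permutation test, p = 0.2 for each). This fall is part of the shift that the scaling makes by construction and is no evidence on the authors' normalization.

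**Figure D2:**
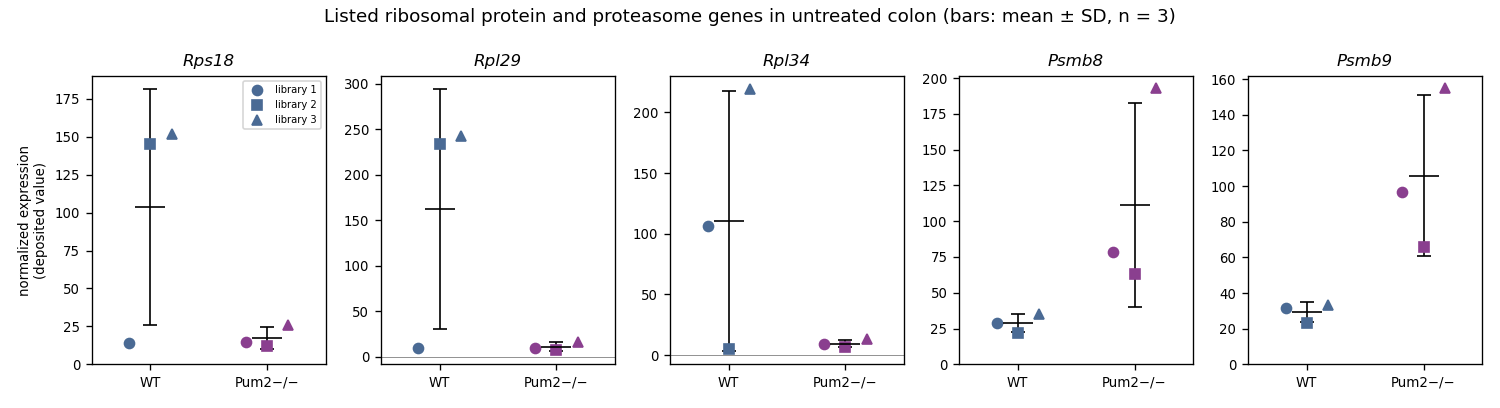
Normalized expression (deposited value, linear axis) of Rps18, Rpl29, Rpl34, Psmb8 and Psmb9 in untreated colon of WT and Pum2−/− mice. Each point is 1 library, its shape gives the replicate number, and bars give mean ± SD (n = 3). In each ribosomal protein gene 1 WT point lies among or below the Pum2−/− points, while for Psmb8 and Psmb9 the deposited values of the genotypes do not overlap. Scaled by the median of the listed genes, the overlap was the other way round in all 5 genes. That median is set by genes selected for their difference, and the scaling lowers log2 fold changes by construction.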

Complementary GSEA indicated enrichment of ribosome biogenesis, proteasomal processing, prion-associated pathways, and oxidative phosphorylation (Fig. 3D), suggesting subtle metabolic rewiring that may facilitate rapid inflammatory activation in the absence of Pum2.

**Fig. 3:**
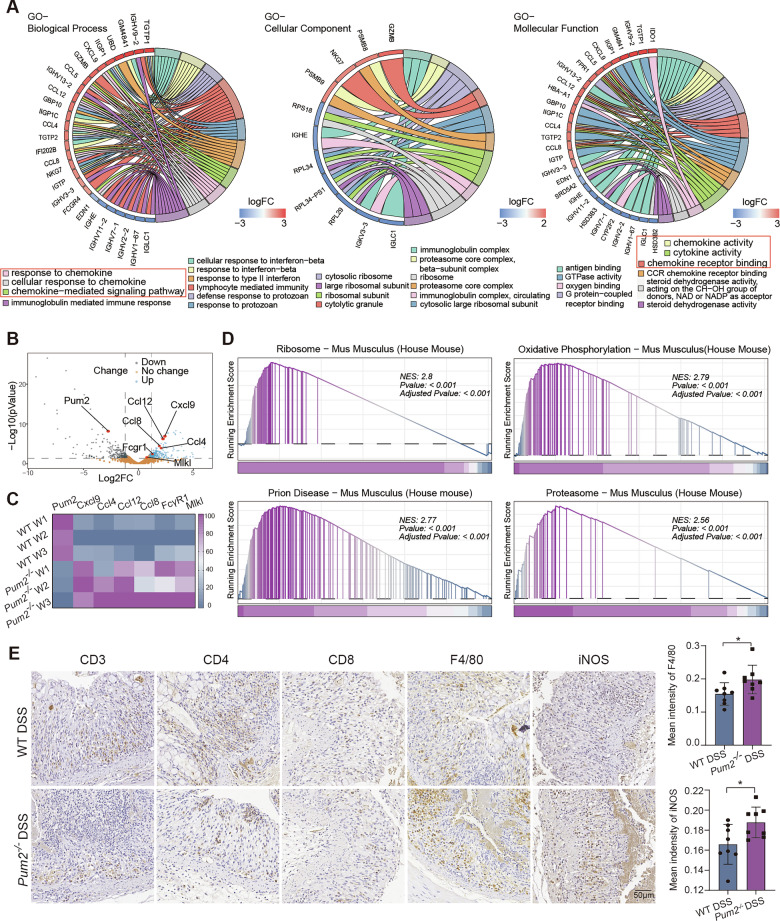
Transcriptomic profiling and immune-cell infiltration in colonic tissues of Pum2−/− mice. **A** Gene Ontology (GO) enrichment analysis of differentially expressed genes (DEGs) identified in colonic tissues from Pum2−/− versus wild-type (WT) mice, with categorization into biological processes (BP), molecular functions (MF), and cellular components (CC). **B** Volcano plot showing the distribution of DEGs, with log₂ fold changes and statistical significance differentiating upregulated and downregulated genes between Pum2−/− and WT mice. **C** Heatmap illustrating the expression patterns of seven representative DEGs that are markedly dysregulated in Pum2−/− (water) mice compared with WT (water) controls. WT W: WT mice treated with water; Pum2−/− W: Pum2−/− mice treated with water. **D** Gene Set Enrichment Analysis (GSEA) identifies pathways significantly enriched in Pum2−/− colonic tissues, highlighting enhanced inflammatory and immune-related gene signatures. **E** IHC and quantification of CD3, CD4, CD8 (T lymphocyte markers), F4/80 (macrophage marker), and iNOS (pro-inflammatory marker) in colon sections from Pum2−/− and WT mice treated with DSS (*n* = 8). Scale bar = 50 μm. *P < 0.05.

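The adjusted p-values in the authors' deposited table run from 4.19e-16 upward, and the log2 fold changes in the authors' deposited table run from -7.72 to 5.96, with the smallest in size at 1.59. The ratio of adjusted to unadjusted p-values in the authors' deposited table corresponds to a Benjamini-Hochberg adjustment over 16549 genes. In that ranking the largest listed p-value has rank 86, and genes at 18 of the ranks up to it were not analysed here. The sign of the log2 fold change computed from the libraries equals that of the authors in all 68 genes.

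Among genes whose genotypes did not overlap, the 10 with the largest absolute log2 fold changes were mostly immunoglobulin genes. Ighv1-33 (-5.26), Iglc1 (-4.72), Ighv2-2 (-4.08), Iglv1 (-3.89), Igkv1-132 (-3.80) and Ighv7-1 (-3.44) had lower log2 expression in Pum2−/− mice, and Ighv9-2 (3.40) and the kappa variable gene ENSMUSG00000076525 (3.88) had higher. Ighv1-33 is annotated as a pseudogene. Its low Pum2−/− values of 2.95, 0 and 0.0626 were identical to those of Cyp2f2 and Ighv11-2, so the size of its change is uncertain. For Igkv1-132, 1 WT library was at 896 and the other WT libraries were at 4.06 and 4.35. The other genes were Ido1, with a log2 fold change of 4.03 (standard error 0.979), and Defa30, with -3.80 (standard error 1.11). Defa30 is a defensin gene of a family of near-identical copies, and its Pum2−/− values were 6.89, 0 and 0.134. For each of these 10 genes the exact permutation test gave p = 0.1.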

Despite these transcriptional shifts, baseline immune infiltration showed no differences between WT and Pum2−/− mice. IHC revealed minimal CD3, CD4, CD8, and F4/80 staining, and RNA-seq/qPCR confirmed no changes in barrier- or infiltration-related signatures (Fig. 3B; Supplementary Fig. 3C, 4B). Thus, Pum2 deficiency establishes a chemokine-biased transcriptional program that preserves homeostasis at rest but sensitizes tissue to inflammatory challenge.

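Ranked by log2 fold change among the 34 genes higher in Pum2−/− mice, Cxcl9 was at rank 13, Ccl5 at rank 14, Ccl12 at rank 18, Ccl8 at rank 23 and Ccl4 at rank 26. Ranked among the same genes by p-value in the authors' deposited table, Cxcl9 was at rank 8, Ccl12 at rank 12, Ccl8 at rank 21, Ccl5 at rank 25 and Ccl4 at rank 31. The highest value lay in Pum2−/− replicate 3 for 4 of the 5 chemokine genes and in Pum2−/− replicate 2 for Cxcl9. With each library left out in turn, the log2 fold change stayed between 1.48 and 2.38 for Ccl4, between 1.66 and 2.23 for Ccl8, between 1.79 and 2.25 for Ccl12 and between 1.99 and 2.81 for Cxcl9. The genes of barrier function and immune infiltration examined by qPCR were not analysed here in the RNA-seq. From the raised chemokine genes in untreated colon, set beside the minimal immune cell staining in the same state, the paper concludes that loss of Pum2 establishes a chemokine-biased program that leaves the resting tissue in homeostasis and sensitizes it to inflammatory challenge.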

Upon DSS exposure, both genotypes exhibited robust immune cell infiltration, but macrophage responses were disproportionately amplified in Pum2−/− mice, as shown by increased F4/80+ cells and elevated iNOS expression (Fig. 3E; Supplementary Fig. 4A, B). These findings indicate that Pum2 loss selectively enhances macrophage recruitment and polarization toward a pro-inflammatory phenotype, a hallmark of UC pathology [25].

Single-cell RNA-seq (GSE148794) provided further context. At baseline, Pum2 was enriched in colonocytes, endothelial cells, and macrophages. After DSS (6 days) and recovery (6 days), all three compartments showed no pronounced reduction in Pum2, consistent with the limited impact of short-term DSS in bulk datasets (Fig. 1B; Supplementary Fig. 4C). Collectively, these results emphasize the importance of investigating macrophages and epithelial cells in shaping the inflammatory dynamics of Pum2−/− mice.

### Pum2 deficiency augments pro-inflammatory macrophage activation

Aberrant immune activation, particularly by macrophages, is a hallmark of UC pathogenesis [26]. Monocyte-derived macrophages infiltrate the inflamed mucosa and secrete cytokines such as TNFα, IL1β, and IL6, which exacerbate epithelial damage and sustain chronic inflammation [27–29]. Given the pronounced macrophage infiltration observed in Pum2−/− colons during colitis, we next examined whether Pum2 regulates macrophage inflammatory responses in vitro.

Bone marrow–derived macrophages (BMDMs) from WT and Pum2−/− mice were stimulated with lipopolysaccharide (LPS). Compared with WT cells, Pum2-deficient macrophages exhibited markedly elevated transcription of TNFα, IL6, and IL1β (Fig. 4A–C). Notably, TNFα, a pivotal cytokine in UC progression and therapeutic target [30], was profoundly upregulated in Pum2−/− macrophages, underscoring its pathological relevance. Consistent with mRNA expression levels, ELISA assays demonstrated increased TNFα secretion in the culture supernatants of Pum2−/− BMDMs (Fig. 4D), and immunofluorescence showed enhanced intracellular TNFα protein after LPS challenge (Fig. 4E, F).

**Fig. 4:**
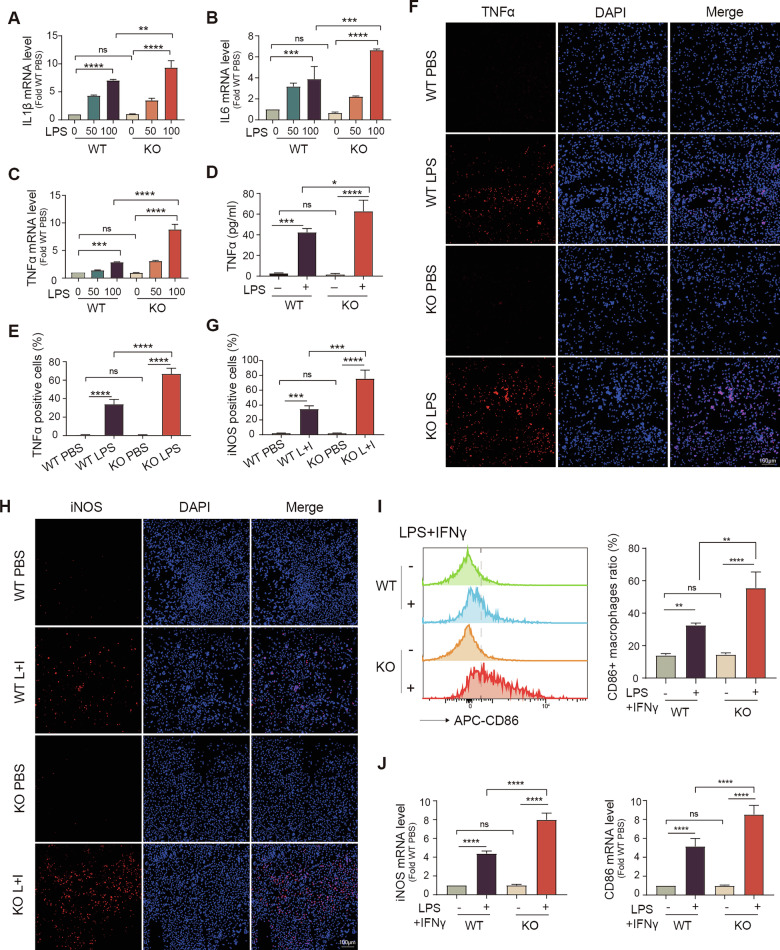
Pum2 deficiency promotes a hyperinflammatory macrophage phenotype with enhanced cytokine production. **A**–**C** Quantitative analysis of IL1β, IL6, and TNFα mRNA expression in BMDMs isolated from WT and Pum2−/− mice under basal and LPS-stimulated (50 or 100 ng/mL, 6 h) conditions. One-way ANOVA with Tukey’s post-hoc test. ns: not significant; *P < 0.05; **P < 0.01; ***P < 0.001; ****P < 0.0001. WT: WT BMDMs; KO: Pum2−/− BMDMs. **D** ELISA measurement of TNFα protein levels in culture supernatants of BMDMs treated with LPS (100 ng/mL) for 24 h. One-way ANOVA with Tukey’s post-hoc test. ns: not significant; *P < 0.05; ***P < 0.001; ****P < 0.0001. **E**, **F** Immunofluorescent staining and quantification of TNFα-positive BMDMs (red) following LPS stimulation (100 ng/mL, 6 h), with brefeldin A (BFA, 1 μg/mL) added for the final 3 h to block cytokine secretion. Scale bar = 100 μm. One-way ANOVA with Tukey’s post-hoc test. ns: not significant; ****P < 0.0001. **G**, **H** Immunofluorescence detection and quantification of iNOS-expressing macrophages (red) after treatment with LPS (100 ng/mL) and IFNγ (25 ng/mL) for 24 h. Scale bar = 100 μm. One-way ANOVA with Tukey’s post-hoc test. ns: not significant; ***P < 0.001; ****P < 0.0001. **I** Flow cytometric analysis of CD86 surface expression (an M1 macrophage marker) in BMDMs from WT and Pum2−/− mice following M1 polarization with LPS and IFNγ for 24 h. One-way ANOVA with Tukey’s post-hoc test. ns: not significant; **P < 0.01; ***P < 0.001. **J** mRNA expression levels of M1-associated markers Cd86 and Nos2 (encoding iNOS) in WT and Pum2-deficient BMDMs after LPS/IFNγ stimulation for 24 h. One-way ANOVA with Tukey’s post-hoc test. ns not significant; ****P < 0.0001.

Phenotypic profiling of the macrophages revealed a skewing toward a classically activated, M1-like phenotype in the absence of Pum2. Flow cytometry, RT-qPCR, and immunostaining collectively showed an increased proportion of CD86+ and iNOS+ macrophages in the Pum2 − /− group (Fig. 4G–J), indicating enhanced polarization toward a pro-inflammatory state. Conversely, Pum2 overexpression in macrophage cell lines suppressed LPS-induced pro-inflammatory cytokine production, particularly TNFα, and reduced expression of M1-associated markers CD86 and iNOS (Supplementary Fig. 5A–G).

Together, these findings identify Pum2 as a negative regulator of macrophage activation. Loss of Pum2 amplifies pro-inflammatory cytokine production and promotes M1 polarization, indicating that Pum2 is critical for maintaining macrophage homeostasis during intestinal inflammation.

### Elevated TNFα expression and TNFα-mediated epithelial injury in Pum2-deficient mice with DSS-induced colitis

Building on the enhanced TNFα production observed in Pum2-deficient macrophages, we examined whether this hyperinflammatory state manifests in vivo during DSS-induced colitis. Under baseline water-fed conditions, both genotypes showed minimal cytokine expression, which was below the detection threshold of qPCR and therefore not included in the data. After DSS exposure, however, Pum2 − /− mice exhibited markedly higher colonic mRNA levels of TNFα, IL6, and IL1β compared with WT controls (Supplementary Fig. 6A). Consistently, Western blotting demonstrated increased TNFα protein in Pum2−/− colonic lysates (Fig. 5A; Supplementary Fig. 6B), and immunofluorescence confirmed enhanced TNFα localization in inflamed mucosa (Supplementary Fig. 6C).

**Fig. 5:**
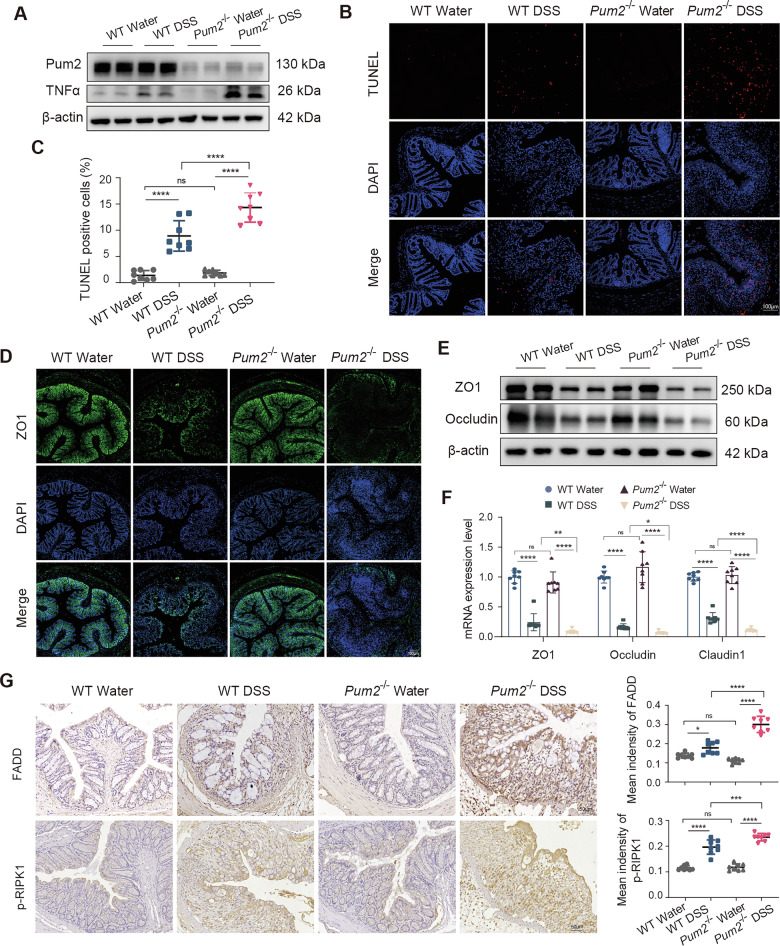
Pum2 deficiency amplifies TNFα-mediated inflammatory signaling and epithelial cell death in DSS-induced colitis. **A** WB analysis of TNFα protein levels in colonic tissues from WT and Pum2−/− mice following either water or DSS administration. **B** Representative TUNEL staining images (red) illustrating epithelial apoptosis/necrosis in colonic sections from WT and Pum2−/− mice treated with water or DSS. Scale bar = 100 μm. **C** Quantification of TUNEL-positive cells per high-power field in colonic tissues of WT and Pum2−/− mice treated with water or DSS (*n* = 8). One-way ANOVA with Tukey’s post-hoc test. ns: not significant; ****P < 0.0001. **D** Immunofluorescent staining of tight junction protein ZO1 in colonic tissues of WT and Pum2−/− mice treated with water or DSS. Scale bar = 100 μm. **E** Western blotting of ZO1 and Occludin in colonic lysates from WT and Pum2−/− mice treated with water or DSS, assessing epithelial barrier integrity. **F** qPCR analysis of ZO1, Occludin and Claudin1 in colonic tissues from WT and Pum2−/− mice treated with water or DSS. One-way ANOVA with Tukey’s post-hoc test (*n* = 8). ns: not significant; *P < 0.05; **P < 0.01; ****P < 0.0001. **G** IHC and quantification of FADD and phosphorylated RIPK1 (p-RIPK1) in colonic sections (*n* = 8). Scale bar = 50 μm. One-way ANOVA with Tukey’s post-hoc test. ns: not significant; *P < 0.05; ***P < 0.001; ****P < 0.0001.

Given TNFα’s central role in driving epithelial injury via programmed cell death [31], we next assessed epithelial integrity. TUNEL staining revealed significantly increased epithelial apoptosis/necrosis in DSS-treated Pum2−/− colons compared with WT mice (Fig. 5B, C).

To determine whether this injury compromised barrier function, we evaluated tight junction proteins. Under baseline conditions, ZO1 and Occludin were comparable between groups. Following DSS, however, both proteins were markedly reduced in Pum2−/− mice, as shown by immunofluorescence and Western blotting (Fig. 5D, E; Supplementary Fig. 6D, E). qPCR analysis also demonstrated decreased ZO1, Occludin, and Claudin1 transcripts (Fig. 5F). Despite this loss, Ki67 staining revealed no difference in epithelial proliferation (Supplementary Fig. 6F), indicating that impaired barrier function arose from enhanced epithelial death rather than defective regeneration.

Mechanistically, we observed increased expression of TNFα-induced cell death-associated mediators, including Fas-associated death domain (FADD) and phosphorylated receptor-interacting protein kinase 1 (p-RIPK1) [32] (Fig. 5G). These findings suggest that intensified epithelial injury in Pum2-deficient mice is driven by overactivation of TNFα-mediated apoptotic and necroptotic pathways.

### Pum2 deficiency sensitizes intestinal epithelial cells to TNFα-induced necroptosis via ROS accumulation

RNA-binding proteins (RBPs) regulate diverse cellular processes in a context-dependent manner. Pum2 has previously been implicated in controlling p21 (CDKN1A) expression in intestinal epithelial cells (IECs) [10]. Transcriptomic profiling of Pum2−/− colons revealed enrichment of oxidative phosphorylation (OXPHOS) pathways (Fig. 3D), a metabolic state often linked to mitochondrial reactive oxygen species (ROS) production [33]. Excessive ROS impairs barrier integrity and promotes epithelial death, contributing to mucosal injury in colitis [34].

To test whether Pum2 modulates ROS accumulation, we quantified intracellular ROS in IECs under oxidative stress. Following H2O2 stimulation, Pum2 overexpression (OE) in Caco2 cells markedly reduced ROS levels, as shown by flow cytometry and fluorescence imaging (Fig. 6A–C). MitoSOX assays confirmed decreased mitochondrial ROS (Fig. 6D–E). Since NADPH oxidases, particularly NOX2, are key drivers of cytosolic ROS production, we examined NOX2 expression and found that Pum2-OE attenuated H2O2-induced NOX2 upregulation (Fig. 6F). Pum2-OE also suppressed TNFα-induced ROS generation (Fig. 6G), indicating a key role for Pum2 in limiting oxidative stress in IECs during colitis.

**Fig. 6:**
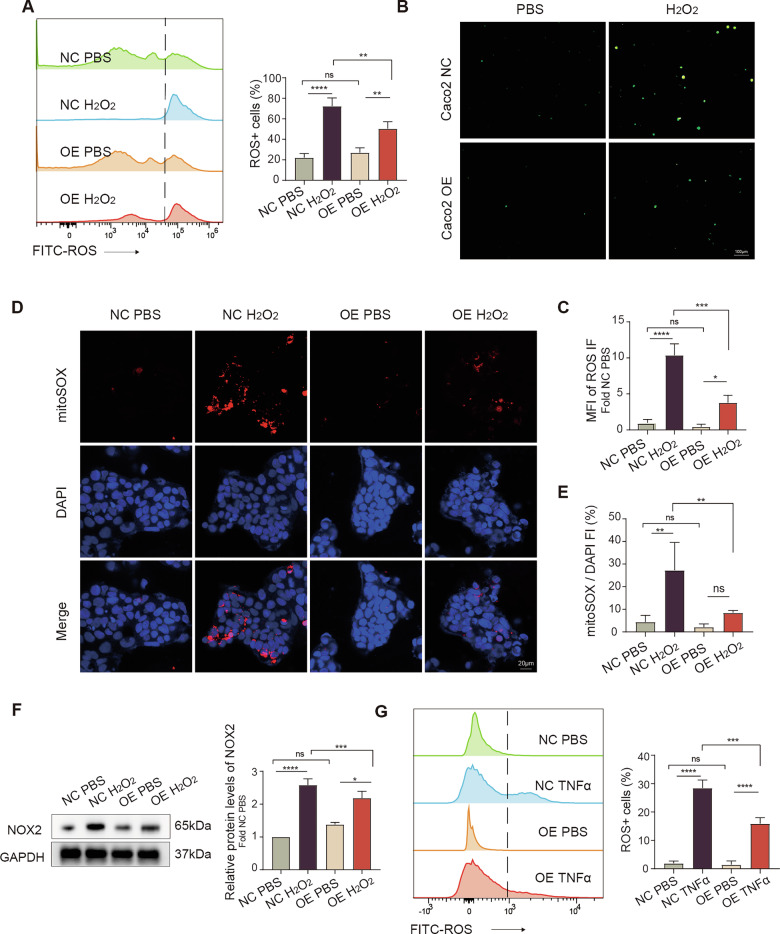
Pum2 overexpression mitigates oxidative stress and reduces intracellular ROS in Caco2 cells. **A** Flow cytometric quantification of intracellular ROS (DCF fluorescence) in OE-NC and OE-Pum2 Caco2 cells pretreated with PBS or H2O2 (500 μM, 4 h). One-way ANOVA with Tukey’s post-hoc test. ns: not significant; **P < 0.01; ****P < 0.0001. NC PBS: OE-NC Caco2 + PBS; NC H2O2: OE-NC Caco2 + H2O2; OE PBS: OE-Pum2 Caco2 + PBS; OE H2O2: OE-Pum2 Caco2 + H2O2. **B**, **C** Fluorescence microscopy and mean fluorescence intensity (MFI) quantification of intracellular ROS in H2O2-treated Caco2 cells. Scale bar = 100 μm. One-way ANOVA with Tukey’s post-hoc test. ns: not significant; *P < 0.05; ***P < 0.001; ****P < 0.0001. Caco2 NC: OE-NC Caco2 cells; OE: OE-Pum2 Caco2 cells. (**D**–**E**) MitoSOX™ Red staining of mitochondrial ROS with representative images and quantification. Scale bar = 20 μm. One-way ANOVA with Tukey’s post-hoc test. ns: not significant; **P < 0.01. **F** Western blot analysis of NADPH oxidase 2 (NOX2) protein expression in Caco2 cells following 24-hour H2O2 stimulation. One-way ANOVA with Tukey’s post-hoc test. ns: not significant; *P < 0.05; ***P < 0.001; ****P < 0.0001. **G** Flow cytometric assessment of TNFα-induced ROS (100 ng/mL, 2 h). One-way ANOVA with Tukey’s post-hoc test. ns: not significant; ***P < 0.001; ****P < 0.0001.

We next assessed susceptibility to TNFα-induced cell death. Annexin V/PI staining revealed that Pum2-OE significantly reduced apoptosis and necrosis in IECs (Fig. 7A). Mechanistically, ROS overproduction is known to promote TNFα-mediated necroptosis through phosphorylation of receptor-interacting protein kinase 1 (RIPK1) and mixed lineage kinase domain-like protein (MLKL) [35–37], with p-MLKL oligomerization and membrane translocation driving necroptotic lysis [32]. Consistent with this, MLKL expression was modestly upregulated in Pum2−/− transcriptomes (Fig. 3B), and IHC confirmed increased p-MLKL in DSS-treated Pum2−/− colons (Fig. 7B). Western blotting further showed that Pum2-OE suppressed TNFα-induced phosphorylation of RIPK1 and MLKL (Fig. 7C), directly linking Pum2 to inhibition of necroptotic signaling.

**Fig. 7:**
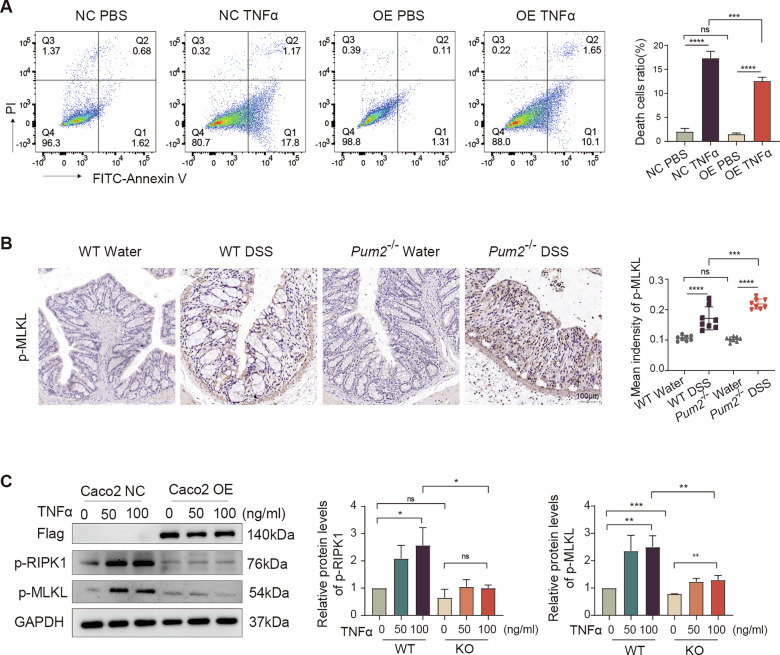
Pum2 modulates TNFα-induced phosphorylation of RIPK1 and MLKL in epithelial cells. **A** Annexin V/PI flow cytometry of apoptosis/necrosis in Caco2 cells transfected with OE-NC (NC) or Pum2 overexpression (OE) and stimulated with TNFα (100 ng/mL, 2 h); quantitative assessment shown. One-way ANOVA with Tukey’s post-hoc test. ns: not significant; ***P < 0.001; ****P < 0.0001. NC PBS: OE-NC Caco2 + PBS; NC TNFα: OE-NC Caco2 + TNFα; OE PBS: OE-Pum2 Caco2 + PBS; OE TNFα: OE-Pum2 Caco2 + TNFα. **B** IHC and quantification of phosphorylated MLKL (p-MLKL) in colonic sections from WT and Pum2−/− mice treated with either water or DSS (*n* = 8). Scale bar = 100 μm. One-way ANOVA with Tukey’s post-hoc test. ns: not significant; ***P < 0.001; ****P < 0.0001. **C** Western blots of phosphorylated RIPK1 and MLKL in NC and OE Caco2 cells treated with increasing TNFα concentrations (2 h). One-way ANOVA with Tukey’s post-hoc test. ns: not significant; *P < 0.05; **P < 0.01.

Collectively, under inflammatory stimulation, Pum2 deficiency promotes ROS accumulation and sensitizes IECs to TNFα-induced necroptosis, thereby exacerbating barrier disruption and inflammatory injury during colitis.

### Macrophage–epithelial co-culture reveals TNFα-dependent cross-talk driving necroptosis and barrier dysfunction

To model the inflammatory mucosal microenvironment, we established a transwell co-culture system enabling soluble factor–mediated communication between macrophages and epithelial cells. Caco2 epithelial monolayers were seeded in the upper chamber to form a polarized barrier, while THP-1–derived macrophages (either overexpressing Pum2 [OE] or transfected with control vector [NC]) were stimulated with LPS and placed in the lower chamber. A TNFα-neutralizing antibody was applied to determine the specific contribution of TNFα signaling (Fig. 8A).

**Fig. 8:**
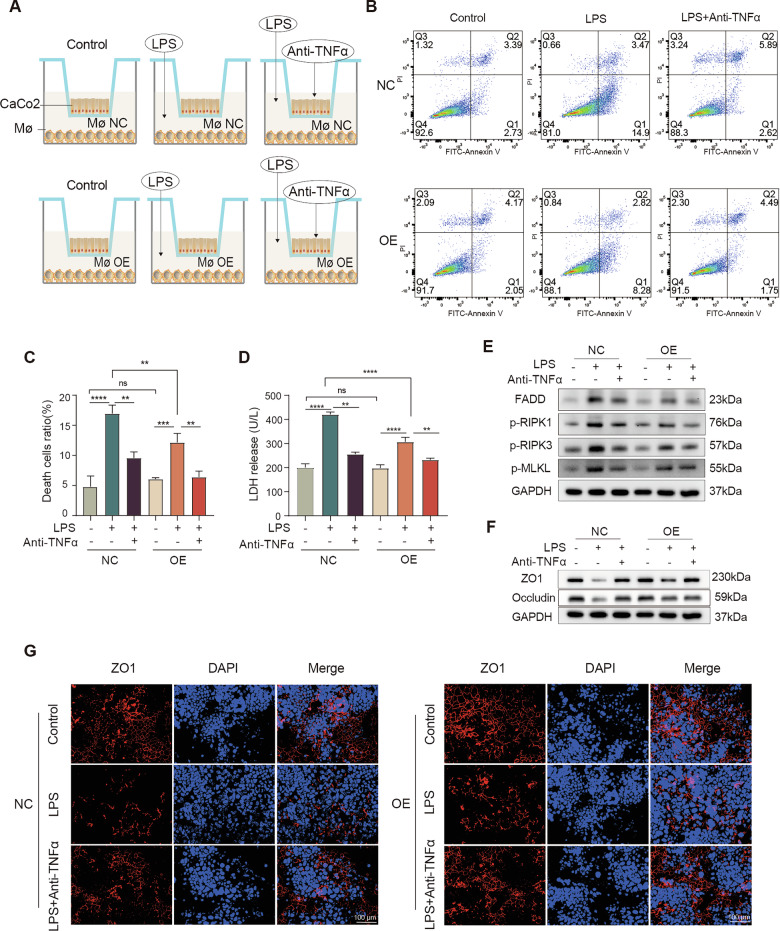
Co-culture shows Pum2 overexpression restrains TNFα-driven epithelial necroptosis and barrier loss. **A** Transwell co-culture schematic. THP-1–derived macrophages (Mφ; OE-NC or OE-Pum2) were LPS-stimulated (100 ng/mL, 24 h) with/without neutralizing anti-human TNFα (5 μg/mL). Caco2 epithelial monolayers were seeded in the upper chamber and co-cultured with either OE-NC THP-1 macrophages (Mφ-NC) or OE-Pum2 THP-1 macrophages (Mφ-OE). **B**, **C** Flow cytometric assessment of apoptosis/necrosis in Caco2 cells post co-culture. **B** Representative Annexin V/PI staining plots. **C** Quantification of total Caco2 cell death under indicated conditions. One-way ANOVA with Tukey’s post-hoc test. ns: not significant; **P < 0.01; ***P < 0.001; ****P < 0.0001. NC: Caco2 cells co-cultured with OE-NC THP-1 cells; OE: Caco2 cells co-cultured with OE-Pum2 THP-1 cells. **D** Measurement of lactate dehydrogenase (LDH) release as an indicator of Caco2 cytotoxicity. One-way ANOVA with Tukey’s post-hoc test. ns: not significant; **P < 0.01; ****P < 0.0001. **E** Western blots of necroptosis signaling (p-RIPK1, p-RIPK3, p-MLKL, FADD) in Caco2 cells after co-culture. **F** Western blot evaluation of epithelial tight junction proteins ZO1 and Occludin to assess the structural integrity of the epithelial barrier. **G** Immunofluorescence showing localization of ZO1 (red) in Caco2 cells under co-culture conditions. Nuclei were counterstained with DAPI (blue). Scale bar = 100 μm.

Flow cytometry showed a significant increase in Annexin V/PI-positive epithelial cells when co-cultured with LPS-stimulated NC macrophages, indicating enhanced epithelial death. This cytotoxicity was markedly reduced by Pum2 overexpression in macrophages or TNFα neutralization (Fig. 8B, C). Consistently, LDH release from Caco2 cells—a marker of membrane integrity loss—was significantly reduced under both conditions (Fig. 8D), supporting a protective effect of Pum2 and TNFα blockade.

Mechanistically, epithelial cells exposed to NC macrophages displayed robust activation of necroptotic signaling, with increased phosphorylation of RIPK1, RIPK3, MLKL, and FADD. These effects were suppressed by Pum2 overexpression or TNFα inhibition (Fig. 8E). These findings reveal a critical axis of macrophage-to-epithelial communication in promoting inflammatory cell necroptosis. Finally, barrier integrity assays showed substantial downregulation of ZO1 and Occludin in epithelial cells co-cultured with NC macrophages, whereas Pum2-OE macrophages or TNFα blockade preserved tight junction expression (Fig. 8F, G).

Together, these results establish a pathogenic inflammatory loop in which macrophage-derived TNFα drives epithelial necroptosis and barrier disruption, and demonstrate that Pum2 restrains this macrophage–epithelial cross-talk during colitis.

## Discussion

The intestinal mucosa relies on a dynamic interplay between immune cells, epithelial cells, and the microbiota to maintain homeostasis and resist injury [26]. In this study, we identified a pivotal role for the RNA-binding protein PUMILIO2 (Pum2) in regulating intestinal inflammation. Our findings demonstrate that Pum2 is a key mediator of macrophage–epithelial cross-talk.

The acute DSS model has provided critical insights into Pum2’s role in modulating immune responses and epithelial injury, laying the foundation for future investigations in chronic inflammation. This approach, which links chronic clinical or genetic data to acute experimental models, is commonly used to uncover underlying molecular mechanisms [38–40]. In the acute phase of inflammation, Pum2 loss amplifies macrophage-driven inflammatory responses and exacerbates epithelial damage. Specifically, the absence of Pum2 accelerates chemokine expression and macrophage influx, aligning with the concept that colonic macrophages are replenished by circulating monocytes during colitis [28, 41]. These macrophages adopt a pro-inflammatory phenotype, secreting large amounts of cytokines such as TNFα and IL1β, and display a transcriptional profile resembling UC monocytes [42]. The resultant increase in cytokine release leads to sustained epithelial injury and disruption of the intestinal barrier.

We provided direct evidence for macrophage–epithelial cross-talk using our co-culture model. LPS-stimulated macrophages induced significant epithelial cell death, which was markedly reduced by Pum2 overexpression or TNFα neutralization. Downstream, intestinal epithelial cells (IECs) exhibited activation of RIPK1- and MLKL-dependent necroptosis, a lytic cell death pathway increasingly recognized as a key driver of epithelial erosion in colitis [43, 44]. In Pum2-deficient mice, predominant necroptotic IEC loss impaired regeneration and prolonged inflammation, thereby worsening DSS colitis [31].

Our findings also reveal a Pum2–ROS–necroptosis axis. Transcriptomic profiling indicated enrichment of oxidative phosphorylation in Pum2-deficient colons, a hallmark of mitochondrial dysfunction. Functional assays showed that Pum2 restrains ROS accumulation under inflammatory stimuli such as TNFα or H2O2. In its absence, excessive ROS amplified necroptotic signaling via RIPK1 and MLKL phosphorylation, thereby linking mitochondrial stress to epithelial barrier failure [45, 46].

Interestingly, despite no overt baseline phenotype, RNA-seq revealed a chemokine-biased transcriptional program in Pum2-deficient mice. This “latent priming” sensitized tissues to inflammatory challenge, paralleling IBD susceptibility genes such as XBP1, ATG16L1, and the RNA-binding protein HuR, which appear normal under homeostasis but increase disease risk under stress [38, 47–49]. Thus, Pum2 functions as a molecular checkpoint, preserving mucosal resilience at rest while constraining inflammatory escalation during challenge.

Several limitations should be noted. Most of the data in this study are based on transcriptomic analyses and acute DSS models, which do not fully capture the chronic nature of human IBD. Future studies using multi-cycle DSS or chronic models will be essential for better understanding Pum2’s role in chronic IBD. The contribution of the microbiota—an established driver of intestinal inflammation—was not addressed. Moreover, while our results suggest opposing roles for Pum2 in colitis and cancer, validation in clinical samples is required. Finally, we employed global Pum2 knockout mice, which may not faithfully reflect the partial and context-dependent downregulation observed in patients. More refined approaches, such as conditional or graded knockout models, will be essential to dissect cell–type–specific functions of Pum2 and to achieve more accurate disease modeling.

## Conclusions

This study identifies Pum2 as a critical regulator of intestinal immune–epithelial homeostasis during colitis. Pum2 loss aggravates DSS-induced colitis by amplifying macrophage-driven inflammation, triggering TNFα-dependent necroptosis in epithelial cells, and disrupting barrier integrity. Mechanistically, Pum2 restrains pro-inflammatory cytokine release and limits ROS-driven cell death pathways, thereby mitigating pathogenic macrophage–epithelial cross-talk. Clinically, Pum2 expression correlates with disease activity and recovery in colitis, suggesting its potential as a biomarker and therapeutic target for mucosal restoration.

## Methods

### Acquisition and analysis of transcriptomic data

To assess Pum2 expression across gastrointestinal inflammatory and neoplastic conditions, publicly available transcriptomic datasets were retrieved from the NCBI Gene Expression Omnibus (GEO). Datasets included patients with inflammatory bowel disease (IBD), ulcerative colitis (UC), Crohn’s disease (CD), and colorectal cancer (CRC). Murine datasets were included to complement human findings and to capture Pum2 dynamics under controlled experimental paradigms of colitis and tumorigenesis. The following GEO datasets were analyzed: GSE193677, GSE186582, GSE16879, GSE4183, GSE42768, GSE166708, GSE43338, and GSE148794. Data processing, normalization, and differential expression analyses were performed in R v4.2.0 and relevant Bioconductor packages. Group comparisons were defined according to metadata annotations. In addition, ORF-based datasets (GSE175685, GSE186110) were examined to identify upstream regulators of Pum2 expression in THP-1 and HT-29 cells.

### Mouse models

Pum2-knockout (Pum2−/−) mice were kindly provided by Professor Eugene Yujun Xu (Nanjing Medical University) [7] and maintained on an FVB background through serial backcrossing with wild-type FVB mice. Genotypes were confirmed by PCR, and knockout efficiency was validated by qPCR and IHC. All mice were housed under specific pathogen-free (SPF) conditions at the Animal Resource Centre of Tongji Medical College, Huazhong University of Science and Technology. All animal experiments were approved by the Institutional Animal Care and Use Committee (IACUC No. 4349) of Huazhong University of Science and Technology.

### Cell culture and treatment protocols

Primary bone marrow-derived macrophages (BMDMs) were harvested from the femoral and tibial bones of either wild-type or Pum2 knockout (Pum2−/−) mice and cultured in α-MEM supplemented with 30 ng/mL M-CSF, 10% FBS, and 1% penicillin–streptomycin. RAW264.7 murine macrophages were maintained in DMEM with 10% FBS and 1% penicillin–streptomycin. Macrophage polarization toward the M1 phenotype was induced by treatment with LPS (100 ng/mL) and IFNγ (25 ng/mL) for 24 h. Caco2 cells were cultured in RPMI 1640 supplemented with 10% FBS and 1% penicillin–streptomycin. For inflammatory activation assays, cells were treated with LPS (100 ng/mL) for 30 min or 24 h, depending on the experimental design.

### Statistical analysis

All data are presented as the mean ± standard deviation (SD). Comparisons between two groups were performed using paired or unpaired Student’s t-tests, as appropriate. Multiple group comparisons were conducted by one-way ANOVA, followed by Dunnett’s post hoc test (for comparisons against a single control) or Tukey’s multiple comparisons test (for all pairwise comparisons). For non-parametric data, the Mann–Whitney U test or Kruskal–Wallis test with Dunn’s post hoc correction was applied. Kaplan–Meier survival curves were analyzed using the log-rank test. All statistical analyses were performed using GraphPad Prism v8.0 and R v4.2.0. A *P* value < 0.05 was considered statistically significant.

Detailed experimental protocols, including DSS treatment schedules, antibody information, flow cytometry procedures, and western blot analysis, are provided in the Supplementary Methods.

## Supplementary information

Supplementary Methods

Supplementary Figures 1-6.

Supplementary Table1.

Supplementary Table2.

WB raw data

## Data Availability

The transcriptomic datasets generated and analyzed in this study are publicly available in the Gene Expression Omnibus (GEO) under the accession numbers referenced in the manuscript. In addition, the mouse tissue RNA-seq data generated in this study have been deposited in the GEO database under accession number GSE307343.

# Supplementary material for: Loss of Pum2 exacerbates colitis by disrupting macrophage–epithelial crosstalk and promoting epithelial necroptosis
**Source:** Cell Death Discov. 2026 Mar 20;12:137. doi: 10.1038/s41420-026-03041-x
**Supplement:** Supplementary file 1 — Supplementary Methods

**Supplementary Methods**

**1. Acquisition and analysis of transcriptomic data**

To assess Pum2 expression across gastrointestinal inflammatory and neoplastic conditions, publicly available transcriptomic datasets were retrieved from the NCBI Gene Expression Omnibus (GEO). Datasets included patients with inflammatory bowel disease (IBD), ulcerative colitis (UC), Crohn’s disease (CD), and colorectal cancer (CRC). Murine datasets were included to complement human findings and to capture Pum2 dynamics under controlled experimental paradigms of colitis and tumorigenesis. The following GEO datasets were analyzed: GSE193677, GSE186582, GSE16879, GSE4183, GSE42768, GSE166708, GSE43338, and GSE148794. Data processing, normalization, and differential expression analyses were performed in R v4.2.0 and relevant Bioconductor packages. Group comparisons were defined according to metadata annotations. In addition, ORF-based datasets (GSE175685, GSE186110) were examined to identify upstream regulators of Pum2 expression in THP-1 and HT-29 cells.

**2. Dataset selection and eligibility**

For IBD and related conditions: (("inflammatory bowel diseases"[MeSH Terms] OR inflammatory bowel disease[All Fields]) AND IBD[All Fields]) AND "Homo sapiens"[All Fields] AND ("1000"[n_samples] : "10000000"[n_samples]). This search retrieved 3 datasets. Among them, only GSE193677 provided transcriptomic data from multiple intestinal regions, including the colon and rectum, and was selected for further analysis.

For therapeutic cohorts: "("inflammatory bowel diseases"[MeSH Terms] OR inflammatory bowel disease[All Fields]) AND IBD[All Fields]) AND "patients"[All Fields] AND "treatment"[All Fields] AND ("100"[n_samples] : "10000000"[n_samples]). This search identified 17 datasets. After applying the exclusion criteria (i.e., removing 2 pediatric IBD datasets, 2 involving atypical IBD patient data, 2 single-cell RNA-seq datasets, 2 datasets without paired pre- and post-treatment samples, 1 genomic methylation dataset, 2 blood-based datasets, and 5 datasets lacking relevant annotations), GSE16879 was retained. This dataset includes paired pre-treatment and post-treatment samples from patients, meeting our criteria. For long-term therapeutic response studies, we further applied the same exclusion criteria to select datasets with paired pre- and post-treatment data and the longest observation periods, thus enabling the analysis of therapeutic dynamics over extended durations.

For animal models (acute and chronic DSS models): ("acute"[All Fields] AND "chronic"[All Fields] AND "DSS"[All Fields]) AND "Mus musculus"[porgn] AND ("attribute name tissue"[Filter] AND ("20"[n_samples] : "10000000"[n_samples])). This search identified 5 datasets. We excluded 2 datasets containing macrophage-derived data, 1 macro-RNA sequencing dataset, and 1 dataset with no available sequencing annotations. The dataset GSE42768 was retained, as it met the inclusion criteria.

Moreover, these datasets captured both inflammatory and neoplastic contexts in humans and mice, such as GSE4183, GSE166708, and GSE43338, which enabled the analysis of the inflammation-cancer transition. These datasets provide valuable insights into the pathophysiological relationship between chronic inflammation and cancer development in both animal models and human subjects. Additionally, two ORF-based datasets (GSE175685, GSE186110) were analyzed separately to explore upstream regulation of Pum2 in THP-1 and HT-29 cells.

**3. Mouse models**

Pum2-knockout (Pum2−/−) mice were kindly provided by Professor Eugene Yujun Xu (Nanjing Medical University) [1] and maintained on an FVB background through serial backcrossing with wild-type FVB mice. Genotypes were confirmed by PCR, and knockout efficiency was validated by qPCR and IHC. All mice were housed under specific pathogen-free (SPF) conditions at the Animal Resource Centre of Tongji Medical College, Huazhong University of Science and Technology. All animal experiments were approved by the Institutional Animal Care and Use Committee (IACUC No. 4349) of Huazhong University of Science and Technology.

**4. Dextran sulfate sodium (DSS)-induced colitis model**

To investigate the role of Pum2 in colonic inflammation, age-matched male WT and Pum2−/− mice (8–10 weeks) were subjected to DSS-induced colitis. Untreated mice of both genotypes were included as baseline controls. Experiments were conducted in two independent cohorts under identical conditions, with consistent results. To reduce microbiota-related variability and cage effects, WT and Pum2−/− littermates were cohoused or randomly assigned to cages in the same SPF facility, with autoclaved chow and sterile water. Animals from multiple cages were included per group, and analyses were performed at the individual level.

Mice received 2.5% DSS (molecular weight 36,000–50,000; MP Biomedicals) dissolved in drinking water continuously for nine days, followed by a three-day recovery period with regular water. Throughout the experimental course, clinical indicators—including body weight, stool consistency, and the presence of rectal bleeding—were monitored daily. Disease severity was quantified using a standardized Disease Activity Index (DAI) scoring system ranging from 0 to 4, where 0 indicated normal stool without bleeding, and 4 corresponded to liquid diarrhea with overt rectal hemorrhage [2]. At the study endpoint (day 12), mice were euthanized, and colons were excised from the rectum to the cecum. The study was performed in two independent cohorts under identical DSS conditions to ensure reproducibility. Outcome assessments (clinical scoring, histology, and image quantification) were performed in a blinded manner. Data shown are from one representative cohort (n = 8 per group at endpoint), while survival analyses prospectively pooled both cohorts (n = 25 per group).

**5. Cell culture and treatment protocols**

Primary bone marrow-derived macrophages (BMDMs) were harvested from the femoral and tibial bones of either wild-type or Pum2 knockout (Pum2−/−) mice and cultured in α-MEM supplemented with 30 ng/mL M-CSF, 10% FBS, and 1% penicillin–streptomycin. RAW264.7 murine macrophages were maintained in DMEM with 10% FBS and 1% penicillin–streptomycin. Macrophage polarization toward the M1 phenotype was induced by treatment with LPS (100 ng/mL) and IFNγ (25 ng/mL) for 24 h. Caco2 cells were cultured in RPMI 1640 supplemented with 10% FBS and 1% penicillin–streptomycin. For inflammatory activation assays, cells were treated with LPS (100 ng/mL) for 30 min or 24 h, depending on the experimental design.

**6. Generation of Pum2−/− BMDMs and Pum2 overexpression cell lines**

Pum2 knockout (Pum2−/−) bone marrow-derived macrophages (BMDMs) were obtained from Pum2 KO mice. To generate Pum2-overexpressing cell lines, 293T cells cultured in 10-cm dishes were co-transfected with 8 μg of a Pum2-expressing plasmid (oePum2, Vigenebio) or empty vector (Vigenebio), 8 μg of psPAX2, and 4 μg of pMD2.G (Shanghai Genechem) using Lipomaster 3000 Transfection Reagent (Nanjing Vazyme Biotech), following the manufacturer’s protocol. After 48–72 hours, lentiviral supernatants were collected and concentrated by ultracentrifugation. The viral particles were then used to transduce RAW264.7, THP-1, and Caco2 cells in the presence of a viral transduction enhancer (Shanghai Genechem, HitransG P). For suspension THP-1 cells, infection was performed at 1,000 rpm for 1 hour to enhance transduction efficiency. Stably infected cells were selected with puromycin (4 μg/mL, Biosharp).

**7. Transwell co-culture system to model macrophage–epithelial interactions**

A Transwell co-culture setup featuring 0.4 μm pore polycarbonate membranes (Corning, NY, USA) was employed to examine intercellular communication between macrophages and epithelial cells. Human THP-1 monocytes were differentiated into macrophages through treatment with 100 nM phorbol 12-myristate 13-acetate (PMA) for 48 hours in 6-well plates. Simultaneously, Caco2 cells were seeded on the upper chamber inserts to establish a confluent epithelial monolayer. THP-1-derived macrophages were then incubated in media with or without LPS (100 ng/mL, Sigma-Aldrich), in the presence or absence of a neutralizing anti-human TNFα antibody (5 μg/mL; Sigma-Aldrich) to selectively inhibit TNFα activity. Following a 24-hour co-culture period, cellular and supernatant samples were collected for downstream analyses.

**8. Histopathological assessment and immunohistochemical analysis**

Formalin-fixed, paraffin-embedded colonic tissues were sectioned at 4 μm thickness and mounted on glass slides. For histopathological evaluation, sections were deparaffinized, rehydrated through graded ethanol, and stained with hematoxylin and eosin (H&E) following standard procedures. Tissue sections were examined in a blinded manner by two independent investigators. The severity of inflammation was graded on a 0–4 scale based on histological criteria: 0, no inflammatory changes; 1, mild inflammation with scattered mononuclear cell infiltration (1–2 foci); 2, moderate inflammation involving multiple foci; 3, severe inflammation characterized by increased vascular density and marked thickening of the intestinal wall; 4, maximal inflammatory response with transmural leukocyte infiltration and depletion of goblet cells[3].

For immunohistochemistry (IHC), tissue sections underwent deparaffinization and rehydration, followed by heat-induced antigen retrieval in citrate buffer (pH 6.0) using a microwave oven for 10 minutes. Endogenous peroxidase activity was blocked with 3% hydrogen peroxide for 10 minutes at room temperature. Sections were then incubated with 5% normal goat serum for 30 minutes to reduce nonspecific binding. Primary antibodies used included anti-iNOS (Proteintech, 1:200), Pum2 (Abcam, 1:200), F4/80 (Santa Cruz Biotechnology, 1:300), CD3 (Servicebio, 1:500), CD4 (Servicebio, 1:400), and CD8 (Servicebio, 1:1000), applied overnight at 4 °C in a humidified chamber. After washing, sections were incubated with HRP-conjugated secondary antibodies (Servicebio) and visualized using a DAB substrate kit (Servicebio). Hematoxylin was used for nuclear counterstaining. Slides were dehydrated, mounted, and examined under a bright-field microscope.

**9. Immunofluorescence staining**

Cells were fixed with 4% paraformaldehyde and permeabilized using 0.05% Triton X-100. After blocking with 5% bovine serum albumin (BSA) for 30 minutes, cells were incubated overnight at 4 °C with primary antibodies against TNFα (Proteintech, 1:200) and iNOS (Proteintech, 1:200). After washing, cells were incubated for 1 hour at room temperature in the dark with fluorophore-conjugated secondary antibodies, including Cy3–conjugated Goat Anti-Rabbit IgG (H+L) (Proteintech).

Intracellular ROS in colonic tissues was assessed using the fluorescent probe DCFH-DA (10 μM, Beyotime, China). For mitochondrial ROS detection, MitoSOX™ Red (Beyotime) was used according to the manufacturer’s instructions.

For tissue staining, paraffin-embedded mouse colonic sections were processed as previously described[4]. After antigen retrieval and blocking, sections were incubated with antibodies against ZO1 (Proteintech, 1:200), Occludin (Proteintech, 1:200), Ki67 (Servicebio, 1:300), TNFα (Proteintech, 1:200). ZO1 and Occludin staining were detected using CoraLite488–conjugated Goat Anti-Rabbit IgG (H+L) (Proteintech), TNFα was detected using Cy3–conjugated Goat Anti-Rabbit IgG (H+L) (Proteintech), and Ki67 was detected using Cy3–conjugated Goat Anti-Mouse IgG (H+L) (Proteintech).

Apoptotic cells were detected using a TUNEL assay kit (Servicebio, Wuhan, China) following the manufacturer’s protocol. Fluorescence images were acquired with a Nikon confocal microscope.

**10. Flow cytometry**

Surface marker expression on BMDMs and RAW264.7 cells was analyzed by flow cytometry. Cells (1 × 10⁶ per sample) were harvested, washed with PBS containing 2% FBS, and incubated with PE-conjugated anti-F4/80 and APC-conjugated anti-CD86 antibodies (BioLegend) for 30 minutes at 4 °C in the dark. After staining, cells were washed and resuspended in PBS.

For ROS detection, cells were washed with serum-free medium and incubated with the membrane-permeable fluorescent probe DCFH-DA (10 μM, Beyotime, China) at 37 °C for 20 minutes in the dark, according to the manufacturer's instructions. As DCFH-DA freely diffuses across the cell membrane, no membrane permeabilization was required. After incubation, cells were washed with PBS to remove excess probe, collected, and immediately subjected to flow cytometric analysis.

Data acquisition was performed on a BD FACSymphony™ A1 flow cytometer (BD Biosciences), and results were analyzed using FlowJo software.

**11****. Western blot analysis**

Whole-cell protein extracts were prepared in RIPA buffer supplemented with protease and phosphatase inhibitors. Equal amounts of protein (20–40 μg) were separated by SDS-PAGE and transferred onto PVDF membranes (Millipore). After blocking with 5% non-fat milk in TBST for 1 hour at room temperature, membranes were incubated overnight at 4 °C with primary antibodies against Pum2 (Abcam), TNFα (Proteintech), phospho-RIPK1 (Ser166), phospho-RIPK3 (Ser227), phospho-MLKL (Ser358) (all from Abmart), ZO1 and Occludin (Proteintech), NOX2 (Chengdu Zhengneng Biotechnology), GAPDH (Proteintech), and β-actin (Cell Signaling Technology). After incubation with HRP-conjugated secondary antibodies, bands were visualized using enhanced chemiluminescence (ECL, biosharp) and imaged with a ChemiDoc Touch Imaging System (Bio-Rad).

**12. Statistical analysis**

All data are presented as the mean ± standard deviation (SD). Comparisons between two groups were performed using paired or unpaired Student’s t-tests, as appropriate. Multiple group comparisons were conducted by one-way ANOVA, followed by Dunnett’s post hoc test (for comparisons against a single control) or Tukey’s multiple comparisons test (for all pairwise comparisons). For non-parametric data, the Mann–Whitney U test or Kruskal–Wallis test with Dunn’s post hoc correction was applied. Kaplan–Meier survival curves were analyzed using the log-rank test. All statistical analyses were performed using GraphPad Prism v8.0 and R v4.2.0. A P value < 0.05 was considered statistically significant.

**References**

1. Lin, K., Qiang, W., Zhu, M., Ding, Y., Shi, Q., Chen, X., Zsiros, E., Wang, K., Yang, X., Kurita, T. & Xu, E. Y. Mammalian Pum1 and Pum2 Control Body Size via Translational Regulation of the Cell Cycle Inhibitor Cdkn1b. Cell Rep, 2019; 26:2434-2450.e2436. <https://doi.org:10.1016/j.celrep.2019.01.111>

2. Poddar, D., Kaur, R., Baldwin, W. M., 3rd & Mazumder, B. L13a-dependent translational control in macrophages limits the pathogenesis of colitis. Cell Mol Immunol, 2016; 13:816-827. <https://doi.org:10.1038/cmi.2015.53>

3. Wirtz, S. & Neurath, M. F. Mouse models of inflammatory bowel disease. Adv Drug Deliv Rev, 2007; 59:1073-1083. <https://doi.org:10.1016/j.addr.2007.07.003>

4. Liu, C., Gan, Y. H., Yong, W. J., Xu, H. D., Li, Y. C., Hu, H. M., Zhao, Z. Z. & Qi, Y. Y. OTUB1 regulation of ferroptosis and the protective role of ferrostatin-1 in lupus nephritis. Cell Death Dis, 2024; 15:791. <https://doi.org:10.1038/s41419-024-07185-5>

# Supplementary material for: Loss of Pum2 exacerbates colitis by disrupting macrophage–epithelial crosstalk and promoting epithelial necroptosis
**Source:** Cell Death Discov. 2026 Mar 20;12:137. doi: 10.1038/s41420-026-03041-x
**Supplement:** Supplementary file 2 — Supplementary Figures 1-6.

**
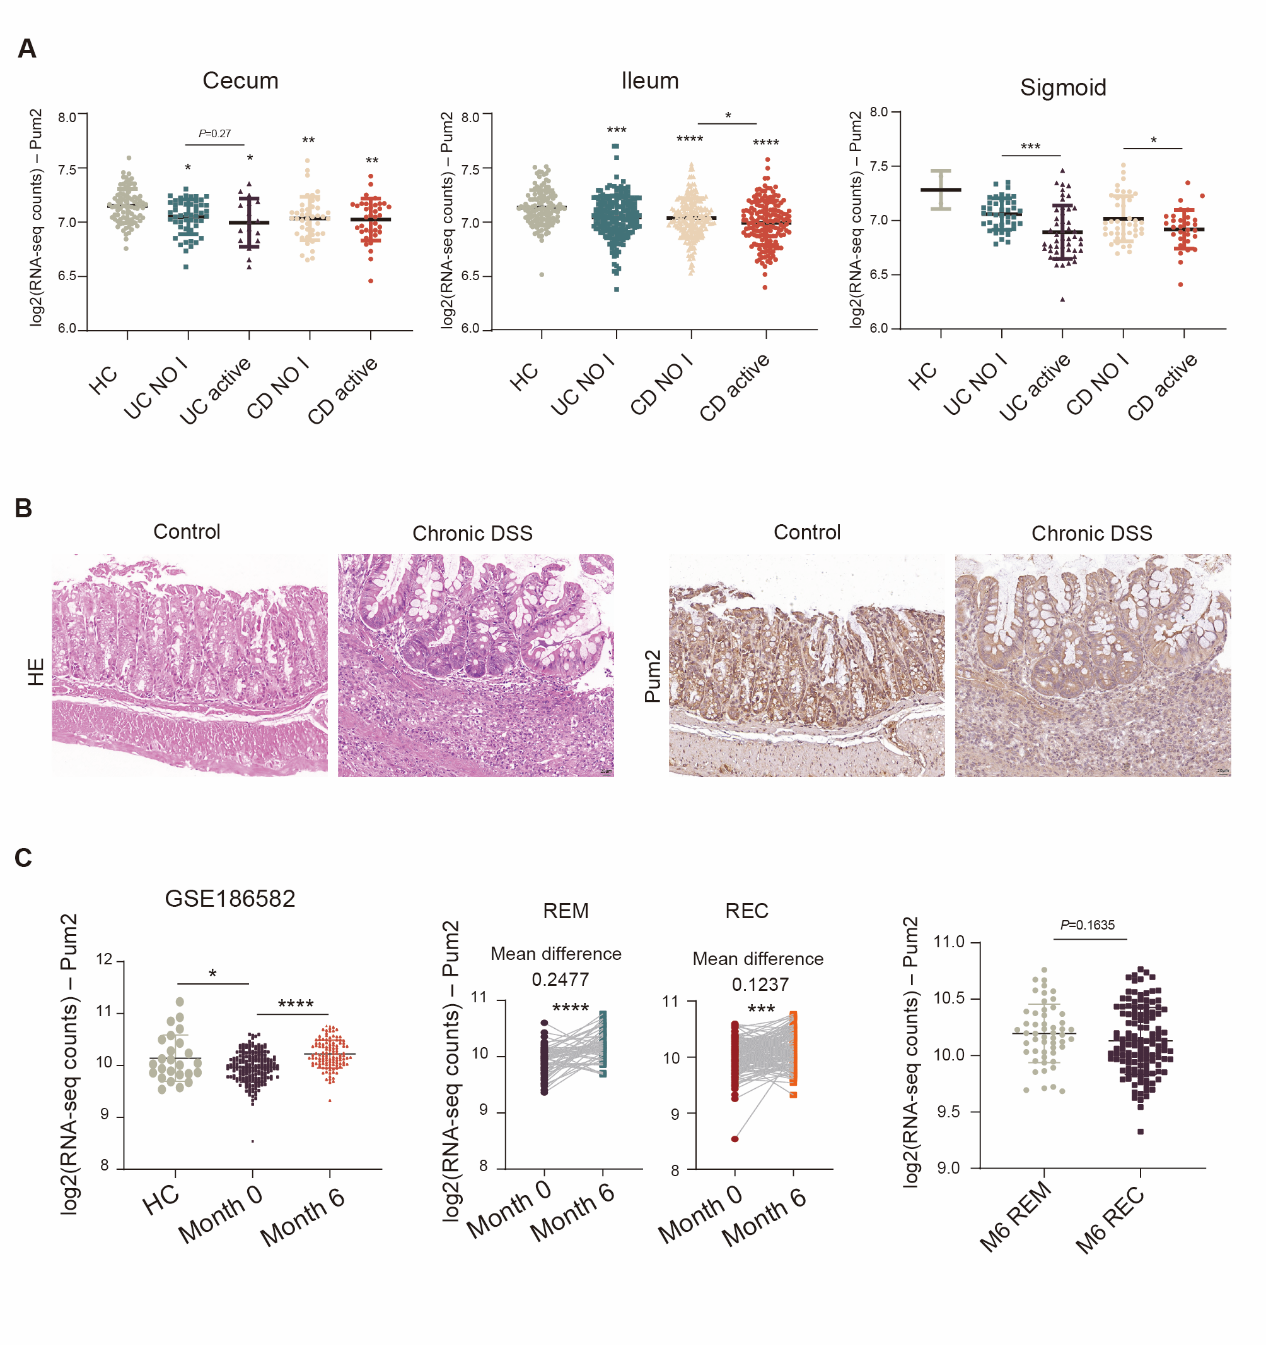
**

**Supplementary Figure 1. Additional characterization of Pum2 dynamics in human colitis.**

**(A)** Pum2 expression in cecum, ileum, and sigmoid biopsies (GSE193677). A downward trend was observed in UC/CD patients compared with healthy controls. One-way ANOVA with Tukey’s post-hoc test. *P < 0.05; **P < 0.01; ***P < 0.001; ****P < 0.0001. HC: healthy controls; UC NO I: non-inflamed UC patients; UC active: active UC patients; CD NO I: non-inflamed CD patients; CD active: active CD patients.

**(B)** H&E staining and Pum2 IHC staining of chronic DSS-treated colon. The chronic DSS protocol involved administering 2.5% DSS in drinking water for 7 days, followed by 14 days of regular water, with three cycles of DSS treatment. Left: H&E staining revealed typical features of DSS-induced chronic colitis, including crypt distortion, loss of goblet cells, mucosal ulceration, colonic fibrosis, and epithelial dysplasia. Right: Pum2 IHC staining showed downregulation of Pum2 in the chronic DSS-treated colon. Scale bar = 20 μm.

**(C)** Time-course analysis of Pum2 expression in IBD patients (GSE186582) before (Month 0, M0) and after six-month therapy (Month 6, M6). Left: before vs after treatment (one-way ANOVA, Tukey’s post hoc). Middle: within-group comparison (Month 0 vs Month 6) in remission (REM) and relapse (REC) cohorts (paired t-test). Right: post-treatment (M6) comparison between REM and REC (unpaired t-test). *P < 0.05; **P < 0.01; ****P < 0.0001. HC: healthy controls; M0: baseline (before treatment); M6: after 6 months of treatment.

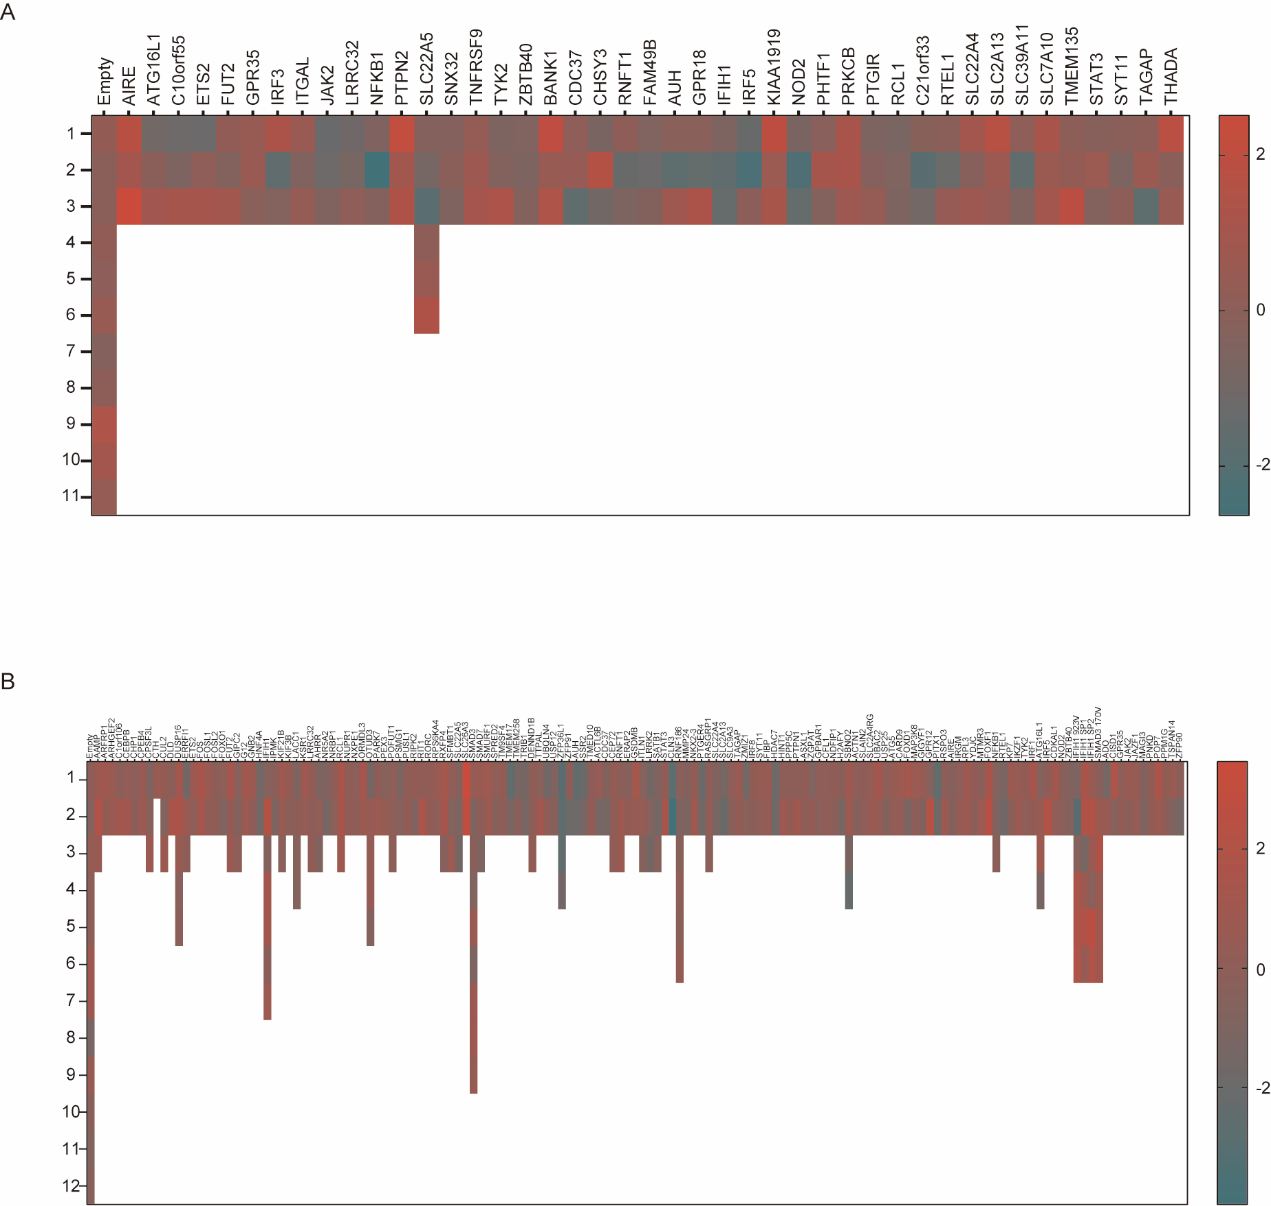

**Supplementary Figure 2. Pum2 expression profiling in response to IBD-associated gene overexpression.**

**(A)** Heatmap of Pum2 expression in THP-1 cells transduced with open reading frames (ORFs) corresponding to IBD susceptibility genes (GSE175685).

**(B)** Heatmap of Pum2 expression changes in HT-29 cells following ORF-mediated overexpression of IBD-associated genes (GSE186110).

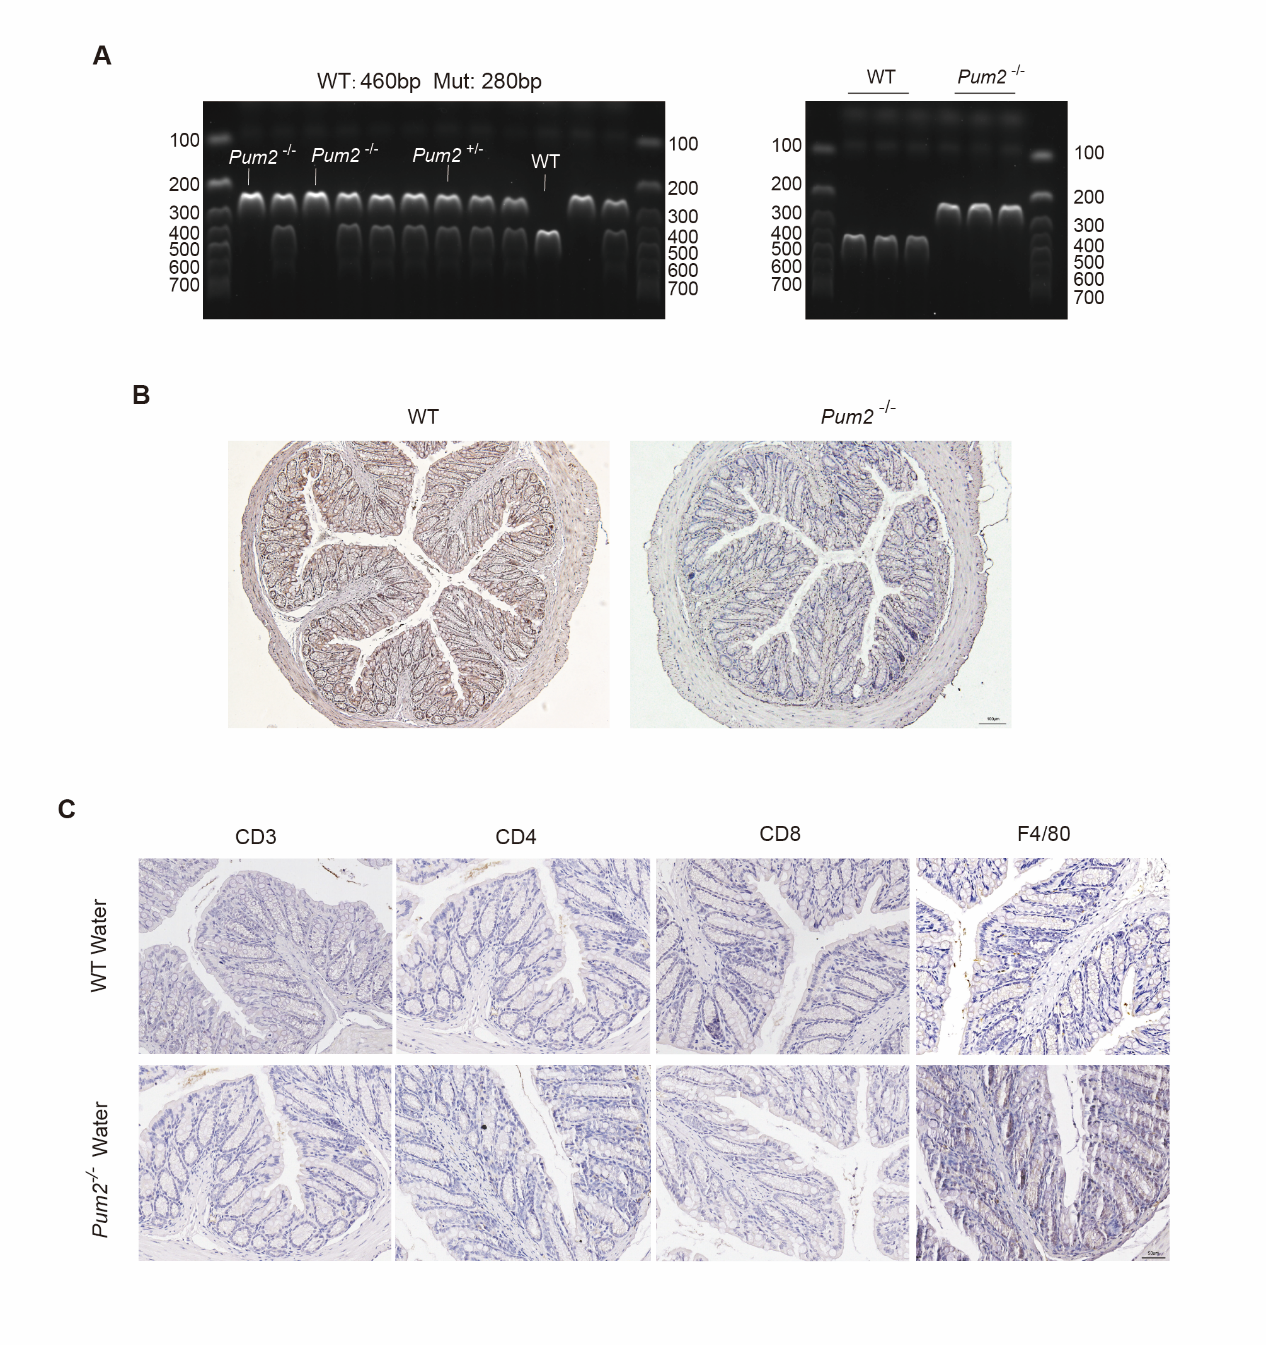

**Supplementary Figure 3. Validation of homozygous Pum2 knockout and IHC analysis**

**(A)** Genotyping of Pum2-deficient mice by PCR using tail genomic DNA. The WT allele produced a 460 bp band, whereas the mutant allele yielded a 280 bp fragment.

**(B)** IHC staining of colon tissue confirmed loss of Pum2 protein in Pum2−/− colons compared with WT controls. Scale bar = 100 μm.

**(C)** IHC staining of colonic tissues from WT water and Pum2−/− water groups, stained for CD3, CD4, CD8, and F4/80 to evaluate T-cell and macrophage infiltration. Scale bar = 50 μm.

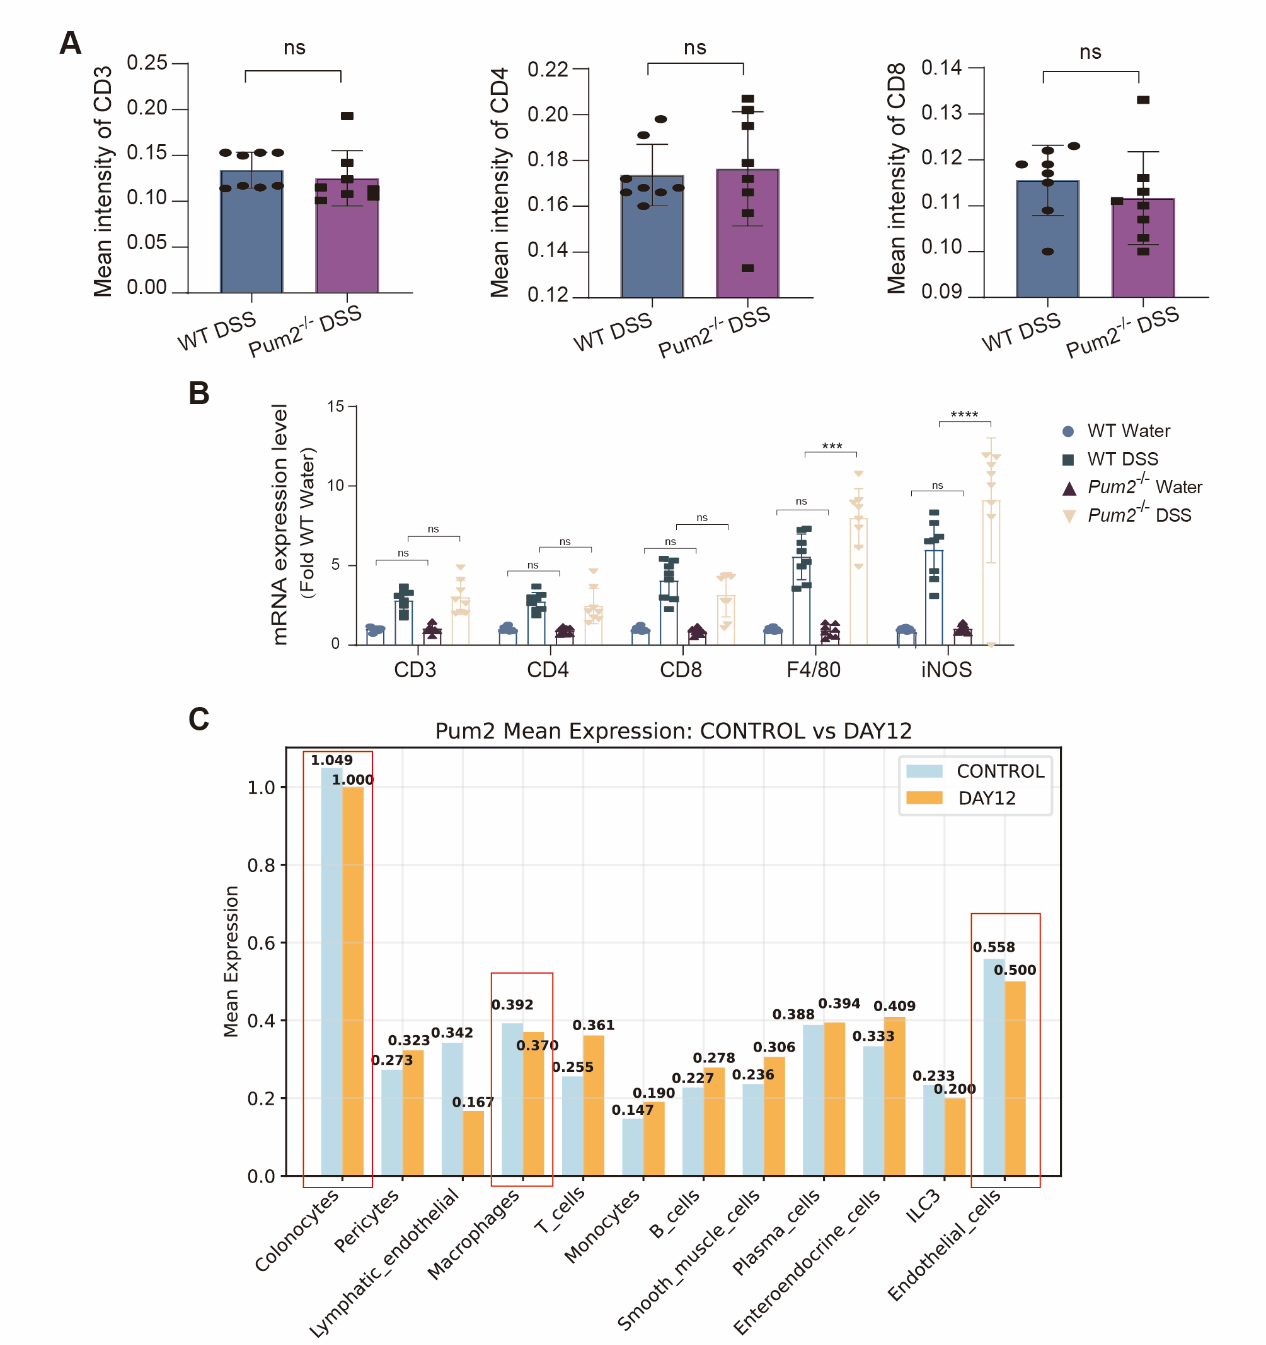

**Supplementary Figure 4. Infiltration of immune cell subsets in colonic tissues following DSS challenge.**

**(A)** IHC staining of CD3+, CD4+, and CD8+ T cell populations in colon sections from WT and Pum2−/− mice after DSS treatment (n = 8). Statistical analysis was performed using unpaired t-test. No statistically significant differences were observed (ns, not significant).

**(B)** qPCR analysis of CD3, CD4, CD8, F4/80, and iNOS expression in colons from WT water, WT DSS, Pum2-/- water, and Pum2-/- DSS groups. One-way ANOVA with Tukey’s post hoc. ns: not significant; ***P < 0.001; ****P < 0.0001.

**(C)** Single-cell RNA-seq (GSE148794) showing Pum2 expression across colonic cell populations under basal and DSS-induced conditions (Day 12: 6 days DSS + 6 days water recovery).

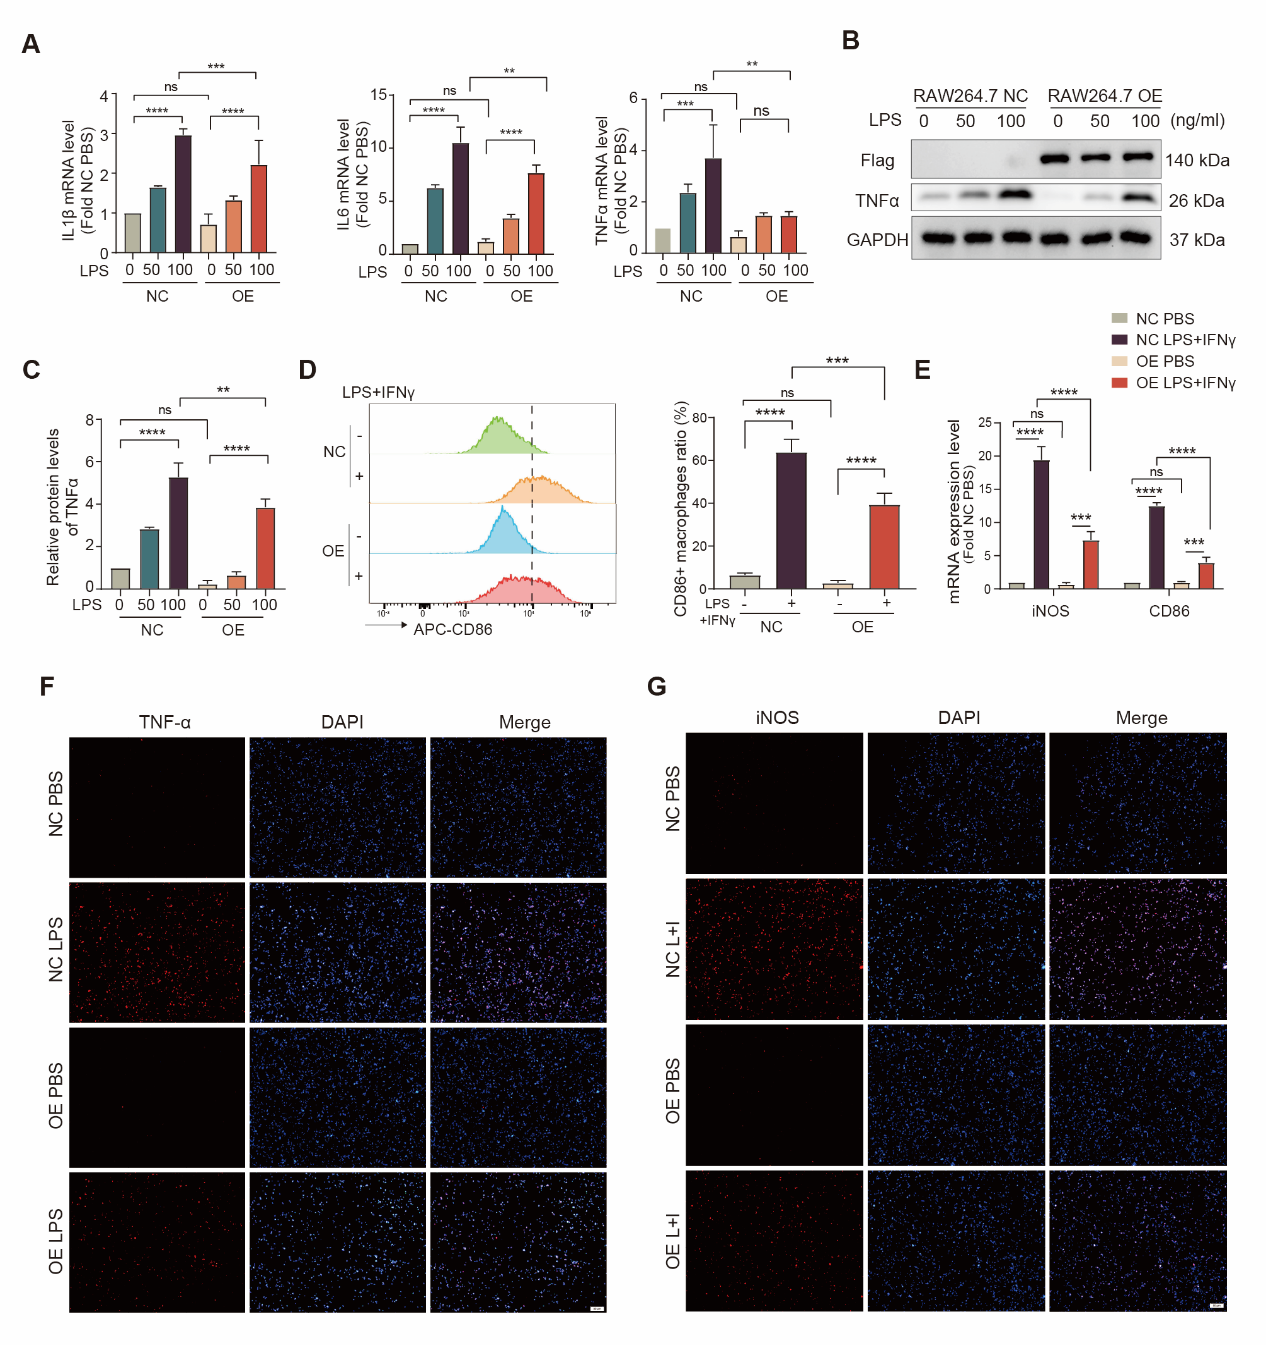

**Supplementary Figure 5. Pum2 overexpression suppresses macrophage inflammatory activation and cytokine production**

**(A)** RT-qPCR of IL1β, IL6, and TNFα in RAW 264.7 macrophages overexpressing Pum2 (OE-Pum2) or negative control (OE-NC), under basal or LPS stimulation (100 ng/mL, 6 h). One-way ANOVA with Tukey’s post hoc. ns: not significant; **P < 0.01; ***P < 0.001; ****P < 0.0001. NC: OE-NC RAW 264.7 cells; OE: OE-Pum2 RAW 264.7 cells.

**(B-C)** Western blot of TNFα protein in OE-Pum2 and OE-NC macrophages treated with LPS (100 ng/mL, 6 h) and brefeldin A (1 μg/mL, 3 h). One-way ANOVA with Tukey’s post hoc. ns: not significant; *P < 0.05; **P < 0.01; ***P < 0.001; ****P < 0.0001.

**(D)** Flow cytometric analysis of CD86 expression as a marker of M1 polarization in RAW 264.7 cells following LPS/IFN-γ (24 h). One-way ANOVA with Tukey’s post hoc. ns: not significant; ***P < 0.001; ****P < 0.0001. NC: OE-NC RAW 264.7 cells; OE: OE-Pum2 RAW 264.7 cells.

**(E)** Quantification of M1 signature genes (CD86, iNOS) in OE-NC and OE-Pum2 macrophages. One-way ANOVA with Tukey’s post hoc. ns: not significant; ***P < 0.001; ****P < 0.0001.

**(F)** Immunofluorescence staining of TNFα in OE-NC and OE-Pum2 macrophages after PBS or LPS (100 ng/mL, 6 h) with BFA (1 μg/mL, 3 h).

**(G)** Representative immunofluorescence of iNOS following LPS/IFNγ stimulation (24 h).

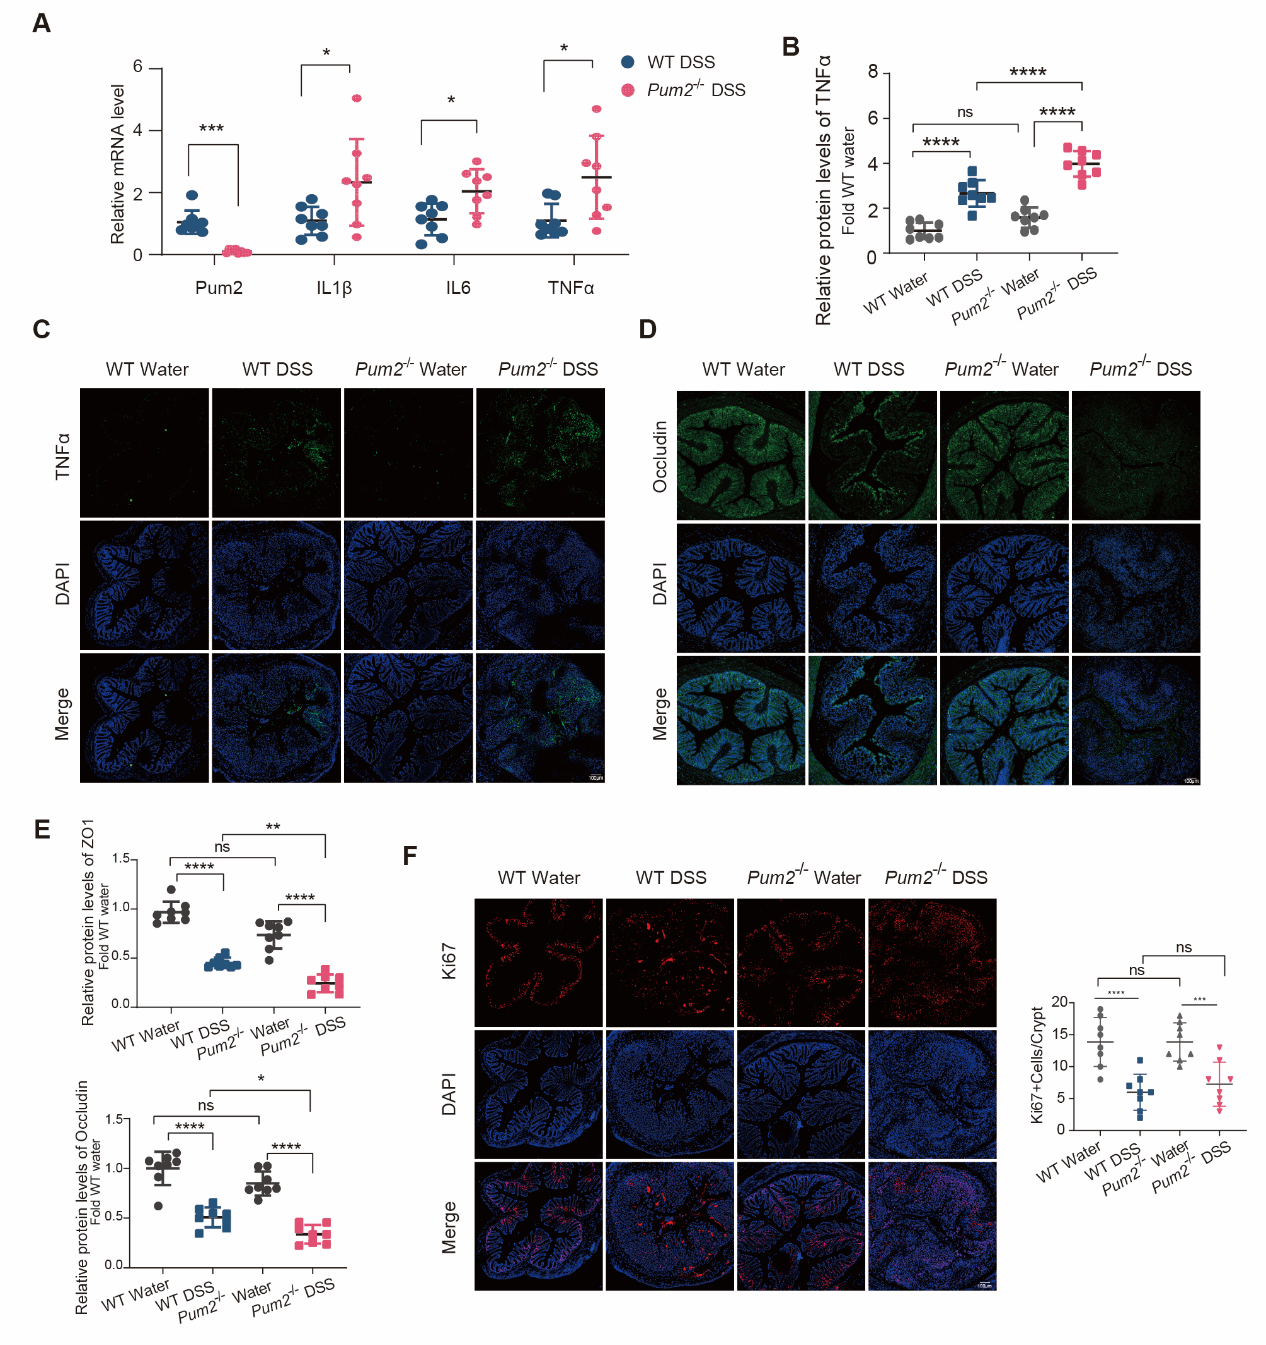

**Supplementary Figure 6. Pum2 deficiency promotes cytokine hypersecretion, TNFα accumulation, and epithelial injury in DSS-induced colitis.**

**(A)** RT-qPCR of TNFα, IL6, and IL1β in colons from DSS-treated WT and Pum2-/- mice (n = 8). Unpaired t-test. *P < 0.05; ***P < 0.001.

**(B)** Western blot quantification of TNFα in DSS-treated colons. One-way ANOVA with Tukey’s post hoc. ns: not significant; ****P < 0.0001.

**(C)** Immunofluorescence staining of TNFα (green) in colon sections after DSS. Scale bar = 100 μm.

**(D)** Immunofluorescence staining of Occludin (green) to visualize tight junction integrity. Scale bar = 100 μm.

**(E)** Western blot quantification of ZO1 and Occludin in colonic tissues (n = 8). One-way ANOVA with Tukey’s post hoc. ns: not significant; *P < 0.05; ***P < 0.001; ****P < 0.0001.

**(F)** Immunofluorescence staining of Ki67 (red) illustrating epithelial proliferation in WT and Pum2-/- colonic tissues following either water or DSS challenge. scale bar = 20 μm. Quantification of Ki67⁺ cells per crypt was performed by one-way ANOVA with Tukey’s post hoc. ns: not significant; ***P < 0.001; ****P < 0.0001.

How the deposited data were processed for this re-analysis (not part of the article)

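The baseline RNA-seq measured untreated colonic tissue of 3 WT and 3 Pum2−/− mice. Genotypes and replicate numbers were taken from the sample labels and the groups of Fig. 3C. RNA was extracted with Trizol and libraries were made with a SMARTER mRNA kit. The paper's text names no aligner, counting tool, genome build, filter, normalization or test for this experiment.

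The authors deposited the expression of each gene in each library as a normalized signal that is never negative, and the method of normalization is not stated. Beside it, the authors deposited a log2 fold change of Pum2−/− over WT. The authors also deposited a p-value and an adjusted p-value for each gene. The table has 69 rows, of which a pair shares an Ensembl identifier and all values, leaving 68 genes. All 6 columns of expression values were used. The designs had been written for tables of counts, of normalized values of many genes, or of fewer than 500 genes, and the last of these applied. The threshold of an adjusted p-value under 0.05 given in the designs for counts was replaced by the absence of overlap between the genotypes, since the exact test cannot go below 0.1.

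The total depth of the libraries is unknown, because the table covers only part of each library. Neither counting error nor a detection limit was estimated. Steps in the low values were examined with a tolerance of 0.08 of a step. They gave whole reads for some libraries only.

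Values were compared on the log2(value + 1) scale, as the difference of group means with its standard error and a two-sided exact permutation test over 20 relabellings. The authors' own fold changes and p-values were copied without a new test. The pairing of libraries comes from the replicate numbers in the labels, and the block was tested by an exact sign-flip test over 8 sign patterns. Gene sets were defined by symbol and described by the median log2 fold change of their listed members. No gene set test was run and no model was fitted across genes. In the closing part, Kendall's W over 4 genes and correlations over 15 genes describe patterns that had been seen in the values. The named genes were those the paper names for this experiment in its text or Fig. 3, its qPCR panel and necroptosis genes where listed, and the 10 genes with the largest absolute log2 fold change among those without overlap. Coordinates were taken from GENCODE M21 on GRCm38 by Ensembl identifier, with 68 identifiers matched. The authors' build is not stated.

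The calculations used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9. They were tested on simulated data, in which 95.5% of 200 changed genes and 7.5% of 800 unchanged genes showed no overlap. The alternatives were a pseudocount of 0.1, the log2 ratio of group means, division of each library by its median over listed genes with no value at 0, a mean value of at least 1, removal of immunoglobulin genes, the replicate block and leaving out each library. Fcgr1, Mlkl, the barrier and infiltration genes, the oxidative phosphorylation genes and the enrichment analyses were not analysed here. The result of 1 further listed gene is not reported here.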

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

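The tests in this part were chosen only after the results were seen. The genes here are on the authors' list of genes that differ between the genotypes, and the paper's text and Fig. 3 do not name them.

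Of 27 such genes, 9 were higher and 18 were lower in Pum2−/− mice. The 18 lower genes were not followed up. Of all 34 listed genes lower in Pum2−/− mice, 29 had no overlap, so separation is not particular to higher genes. In 7 of the 9 higher genes, every Pum2−/− value lay above every WT value, where chance gives 10% of genes in an unselected list. The log2 fold changes were 2.32 for Gzma, 3.30 for Saa3, 2.84 for Serpina3g, 1.60 for H2-T25, and 3.88 and 2.50 for the kappa variable genes ENSMUSG00000076525 and ENSMUSG00000076533, each with p = 0.1 in the exact permutation test. H2bc23 was listed at 1.39e-17 in all WT libraries, which was treated as 0, and at 4.87, 4.36 and 12.7 in the Pum2−/− libraries, so no fold is given. These are signals in genes that the paper does not discuss.

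With each library left out in turn, the log2 fold change fell under 1 in 0 of 7 genes, and the lowest was 1.25, for H2-T25. These genes were picked because every Pum2−/− value was higher, so this cannot speak against a single library as the cause. The higher gene Igkv4-78, which overlapped, fell to 0.97 without Pum2−/− replicate 1. Genome flanking the targeted locus was tested by position. Within 20 Mb of Pum2 lay 0 of the 67 other listed genes. Chromosome 12 held 10 other listed genes, 9 of them immunoglobulin genes, and the closest was 95.5 Mb away. Segments kept farther from Pum2, or on other chromosomes, through the backcrossing were not tested. When each library was divided by the median of the listed genes, the genotypes overlapped in 3 of the 7, with log2 fold changes of 1.35 for Gzma (exact permutation test, p = 0.2), 0.62 for H2-T25 (exact permutation test, p = 0.3) and 1.63 for ENSMUSG00000076533 (exact permutation test, p = 0.2). The medians are set by genes selected for their difference and were higher in Pum2−/− libraries, so this overlap is no evidence on the authors' normalization. The authors' normalization, the choice of genes by the authors for their difference and reads shared among similar immunoglobulin, histone, serpin and histocompatibility genes were not tested. The pattern cannot be told apart from these, and an effect of Pum2 loss on these genes remains a hypothesis.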

How the results depend on the processing

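The alternatives were chosen before the data were examined, except the scaling of the gene sets and of the number of genes without overlap by the median of the listed genes, which was chosen after seeing the data. The direction of all 68 genes was the same under every alternative that was run. In genes without overlap, a pseudocount, the block, the ratio of means or leaving out a library cannot reverse the direction. For these genes the shared direction under those alternatives therefore shows no stability. The smallest p-value this design allows is 0.1, so the p-values show no stability.

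When each library was divided by the median of the listed genes, the log2 fold changes shifted, with a median shift per gene of -0.914. The listed genes were selected for their difference, so this median is itself set by the genotype. Under this scaling the median of the 2 proteasome genes was 0.742 against 1.75 as deposited. The medians used for scaling were 29.8, 33.4 and 33.7 in Pum2−/− libraries and 14.9, 12.6 and 20.8 in WT libraries, so values in Pum2−/− mice were divided by more, and the fall in the proteasome genes is part of that shift. The genotypes did not overlap in 52 genes against 59, of which 48 were the same genes. Of the genes that overlapped only under this scaling, Ccl4, Ccl8, Psmb8 and Psmb9 are named by the paper's text or Fig. 3, as are Iigp1c, Ifi202b, Ighv13-2 and Ighv3-3. Rps18, Rpl29, Rpl34 and Ighv1-67 overlapped only as deposited.

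With a pseudocount of 0.1 the log2 fold changes were -2.84 for Pum2, 2.00 for Ccl4, 1.92 for Ccl8, 2.33 for Ccl12 and 2.59 for Cxcl9. Across the 6 fits that each left out one library, Pum2 ranged from -2.57 to -2.23, the chemokine median from 1.79 to 2.38, the ribosomal protein median from -3.07 to -1.39, the proteasome median from 1.35 to 2.06, and the number of genes without overlap from 60 to 62. Fewer libraries make overlap less frequent, so the last range shows no stability. Without immunoglobulin genes, 45 genes had no overlap. A pseudocount cannot change the overlap. With the replicate number as a block, 63 genes had 3 differences of the same sign, which includes by construction every gene without overlap. The block cannot change a log2 fold change in this balanced design.

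The alternatives for counts (other size factors, other count tests, filters on low counts) and the tests of gene sets were not run, since whole reads were not recovered for all libraries. The proteasome set without interferon-induced members had no gene left. The counting error of genes with low values, such as Pum2, Ccl4 and Ccl12, was not estimated. All tested values lay near multiples of 0.98 in Pum2−/− replicate 1 and of 1.005 in WT replicate 2. If such a step is 1 read, Pum2 at 2.94 in that Pum2−/− library rests on a few reads. The same holds for Ccl4 at 3.03 and Ccl12 at 2.02 in that WT library.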

Differences from the paper's values

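On the log2(value + 1) scale with all libraries as deposited, none of the 5 log2 fold changes differed from the value read by eye in Fig. 3B by more than the replicate SD. Both come from the same libraries, so their difference reflects the calculation and the reading by eye. The SD between mice does not measure that difference, and this closeness is no independent check. The paper's values are about -2.7 for Pum2, about 2.1 for Ccl4, about 1.9 for Ccl8, about 2.2 for Ccl12 and about 2.4 for Cxcl9 in Fig. 3B, read by eye, and the values from the libraries were -2.44, 1.82, 1.91, 2.05 and 2.50. Some alternatives differed by more than that SD. Scaled by the median of the listed genes, Pum2 was at -3.26, Ccl4 at 0.90, Ccl8 at 0.88 and Ccl12 at 1.16, and without Pum2−/− replicate 3 Pum2 was at -2.23.

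Fig. 3D of the paper places the ribosome gene set on the side of Pum2−/− mice. The 3 ribosomal protein genes among the listed genes had a median log2 fold change of -2.35, and their direction was the same under each alternative that was run. The genes of the whole set were not analysed here, so the set as a whole was not compared.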

Other observations

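The tests in this part were all chosen only after the result was seen, on the same data.

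In Pum2−/− replicate 3, 15 values lay between 0 and 0.3, against 2 in WT replicate 2 and 0 in each of the other libraries. Each of the 15 equalled 1.63% to 2.39% of the sum of the other Pum2−/− libraries for the same gene. Cyp2f2, Ighv11-2 and Ighv1-33 had identical Pum2−/− values of 2.95, 0 and 0.0626, with different WT values, and Gal3st2c and Ighe shared 3.93, 0.847 and 0.0996. These genes were singled out after their values were seen. A candidate explanation is an adjustment of the values within each genotype before deposit. Across the 15 genes, the value of replicate 3 rose with that sum with Spearman's rho of 1 and Pearson's r of 0.995. This restates the narrow range of shares, and some of the genes have identical values, so it is no separate test and leaves the explanation open. In 4 genes the values of a whole genotype are given as 1.39e-17 in place of 0. If the values were adjusted within genotype, the SDs and the absence of overlap would understate the spread between mice. No biological explanation was tested.

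Rps18, Rpl29 and Rpl34 were high in 2 WT libraries and low in the third and in all Pum2−/− libraries. The low WT library was replicate 1 for Rps18 and Rpl29 and replicate 2 for Rpl34, so a fault of a single WT library cannot explain all 3 genes. For Rps18 and Rpl29 alone, a fault of WT replicate 1 stays open. A variant or gene copy that differs between the mice may give separate levels. The smallest ratio between the lower of the high WT values and the highest of the low values was 5.61, but these genes were picked for that pattern, so the explanation can be neither kept nor dropped. Reads shared with pseudogenes were not tested. Without the low WT library the log2 fold changes were -3.07, -4.38 and -3.90. Fig. 3A draws Rpl34 and Rpl34-ps1 as separate genes, although their values are the same in every library.

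The 17 immunoglobulin genes differed in both directions, with 3 higher and 6 lower at the heavy chain locus, 3 higher and 3 lower at the kappa locus and 0 higher and 2 lower at the lambda locus. A clone expanded in one mouse was tested by counting genes in which one library exceeded the next by over 10 times, in the genotype with the higher mean. This held for 2 of 17, Igkv4-78 (137 against 2.15 in Pum2−/− mice) and Igkv1-132 (896 against 4.35 in WT mice). Counted in either genotype it held for 4 of 17, the others being Ighv1-33 and Ighv11-2, both at 2.95 against 0.0626 in Pum2−/− mice. Since Ighv1-33 and Ighv11-2 share all their Pum2−/− values, which are low, they are no separate cases. The authors selected the 17 genes for a difference between genotypes, and the limit of 10 times was arbitrary, so the counts leave a clone expanded in one mouse open. Inherited differences at these loci could part the genotypes, and the heavy chain genes lie on chromosome 12, as does Pum2. No overlap was seen in 14 of 17 genes as deposited, and in 12 when scaled by the median of the listed genes, against 10% by chance. The genes were selected for that difference, so this cannot be told apart from a difference in the antibody repertoire of the mice.

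Gzma, Gzmb, Nkg7 and Ccl5, which cytotoxic lymphocytes express, were higher in every Pum2−/− mouse as deposited, and 3 of them also when scaled by the median of the listed genes. If the number of such cells differed between mice, the 4 genes could be expected to rank the Pum2−/− libraries alike. Kendall's W over the 3 libraries was 0.562 (exact permutation test, p = 0.125). The WT libraries were not tested in this way. Among them, replicate 3 was highest for each gene, at 20.4 for Gzma, 50.9 for Gzmb, 12.1 for Nkg7 and 72.0 for Ccl5. That goes with the explanation, but WT replicate 3 also had the highest WT median of the listed genes, 20.8. The order of the other WT libraries differed between the genes. At baseline the paper reports minimal CD3, CD4 and CD8 staining without a difference between the genotypes, and unchanged infiltration signatures. That argues against many more T cells in Pum2−/− mice, but whether the stained mice were those sequenced is not stated. A smaller difference in cell number stays open, as does regulation within cells.

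Hba-a1 was higher in Pum2−/− mice on average, with a log2 fold change of 1.75, but its genotypes overlapped (exact permutation test, p = 0.3).

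The genotypes overlapped in Rps18, Ubd, Rpl29, Rpl34, Hba-a1, Pcp4, Igkv4-78, Igkv3-3 and Ighv1-67, although the authors' deposited table lists all 9. Scaled by the median of the listed genes, Rps18, Rpl29, Rpl34 and Ighv1-67 no longer overlapped. Of the 34 genes higher in Pum2−/− mice, 16 had their highest value in replicate 3, 10 in replicate 1 and 8 in replicate 2.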
